# Identification of a novel ER-NFĸB-driven stem-like cell population associated with relapse of ER+ breast tumors

**DOI:** 10.1186/s13058-022-01585-1

**Published:** 2022-12-08

**Authors:** Svetlana E. Semina, Luis H. Alejo, Shivani Chopra, Nidhi S. Kansara, Irida Kastrati, Carol A. Sartorius, Jonna Frasor

**Keywords:** Breast cancer, Estrogen receptor, Stem cells, NFĸB, Single-cell RNA sequencing

## Abstract

**Background:**

Up to 40% of patients with estrogen receptor-positive (ER+) breast cancer experience relapse. This can be attributed to breast cancer stem cells (BCSCs), which are known to be involved in therapy resistance, relapse, and metastasis. Therefore, there is an urgent need to identify genes/pathways that drive stem-like cell properties in ER+ breast tumors.

**Methods:**

Using single-cell RNA sequencing and various bioinformatics approaches, we identified a unique stem-like population and established its clinical relevance. With follow-up studies, we validated our bioinformatics findings and confirmed the role of ER and NFĸB in the promotion of stem-like properties in breast cancer cell lines and patient-derived models.

**Results:**

We identified a novel quiescent stem-like cell population that is driven by ER and NFĸB in multiple ER+ breast cancer models. Moreover, we found that a gene signature derived from this stem-like population is expressed in primary ER+ breast tumors, endocrine therapy-resistant and metastatic cell populations and predictive of poor patient outcome.

**Conclusions:**

These findings indicate a novel role for ER and NFĸB crosstalk in BCSCs biology and understanding the mechanism by which these pathways promote stem properties can be exploited to improve outcomes for ER+ breast cancer patients at risk of relapse.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13058-022-01585-1.

## Background

Breast cancer is the second leading cause of cancer-related mortalities in women of the US [1]. Approximately 75% of breast cancers express estrogen receptor α (ER) [2] and rely on estrogens for their proliferation, survival, and progression; therefore, inhibition of ER activity or estrogen production are common therapeutic strategies. Although most women initially respond to these endocrine therapies, up to 40% of ER-positive (ER+) breast cancer patients will experience relapse after 5 years of treatment [3–5]. A major cause of breast cancer relapse is thought to be the presence of a stem-like cell population (i.e., breast cancer stem cells (BCSCs)) that can escape therapy.

Characteristics of BCSCs include quiescence/slow proliferation, self-renewal, tumor-initiation, and therapy-resistance (reviewed in [6]). Two additional characteristics make the study of BCSC biology challenging—heterogeneity [7, 8] and plasticity [9–12]. For example, it was shown that BCSCs derived from different breast cancer molecular subtypes are characterized by different molecular markers [7], whereas several BCSC populations with different biological functions and transcriptional regulators within one mouse model of breast cancer have been described [8]. In addition to heterogeneity, BCSCs also display plasticity, which allows BCSCs to switch between distinct phenotypic states that lead to disease progression and metastasis. Two types of plasticity have been described for BCSCs, the transition between quiescent mesenchymal- and proliferative epithelial-like states [9–11] and the conversion of non-stem to stem cells [12]. Thus, BCSCs represent a heterogeneous and dynamic cell population rather than a stable population with a fixed phenotype.

The role of ER creates an additional layer of complexity in our understanding of the biology of BCSCs derived from ER+ breast tumors. Some studies showed that estrogen treatment increases BCSC properties, including mammosphere forming efficiency and the proportion of CD44+/CD24− cells, in ER+ breast cancer cell lines and that this effect was reversed by endocrine therapy, suggesting that ER is necessary for stem cell expansion [13, 14]. In addition to these studies, it was shown that mammospheres derived from several ER+ breast cancer patient tumors retain ER expression and activity [15]. Moreover, it was reported that ER+ breast cancer cells respond to estrogen by secreting growth factors that act as paracrine mediators to promote stem properties [13, 14, 16]. In addition to these studies, it has also been suggested that the ERα-36 variant can promote BCSC self-renewal and increase the CD44+/CD24− cell population [17, 18]. On the other hand, several studies have reported that activation of ER inhibits several stem cell-associated markers (NANOG, OCT4, SOX2, etc.) and pathways, decreases mammosphere formation, and reduces the pool of BCSCs [19, 20], suggesting that ER activation can also suppress stem cell properties. This concept is supported by several reports showing that ER antagonism with endocrine therapy leads to an enrichment of BCSCs [21] that expand with the development of endocrine therapy resistance [22]. Additionally, some studies have shown that BCSCs derived from ER+ breast tumors generally lack expression of ER [23–28], suggesting ER-independent mechanisms of BCSC promotion. Thus, further clarification on the role of ER in BCSCs is needed.

Here, we used a combinatorial approach to identify and define drivers of BCSCs in ER+ breast cancer cell lines. Using single-cell RNA sequencing (scRNA-seq), we identified a quiescent stem-like population of cells that is highly enriched in mammospheres. Applying various bioinformatic methods, we identified ER and NFĸB as key drivers of this stem-like population. Additionally, we derived a gene signature from this stem-like population and found that it is enriched in a subset of endocrine therapy-resistant cells, circulating tumor cells, and metastatic cell populations from PDX tumors. We also demonstrated that this signature is associated with aggressive disease and an increased risk of relapse in patients with ER+ breast cancer. Taken together, these findings implicate a newly identified quiescent stem-like cell population in the progression of ER+ breast tumors, and targeting this population could improve the outcome for breast cancer patients.

## Materials and methods

### Reagents

17β-estradiol (E2) was purchased from Sigma. TNFα (#210-TA) and GDF15 antibody (#AF957) were purchased from R&D Systems. ICI182,780 (ICI) (# I4409) and IKK7(#S2882) were purchased from Sigma and SelleckChem, respectively.

### Cell lines and culture conditions

The human ER+ breast cancer cell lines, MCF-7 and T47D, were obtained from Dr. Debra Tonetti (University of Illinois at Chicago) and authenticated. These cells are routinely maintained in RPMI 1640 media (Invitrogen Life Technologies) with phenol red supplemented with 10% FBS, 1% non-essential amino acids, 2 mmol/L L-glutamine, 1% penicillin–streptomycin, and 6 ηg/mL insulin. The ER+ breast cancer PDX cell lines, UCD4 and UCD65, were kindly provided by Dr. Carol Sartorius (University of Colorado Anschutz Medical Campus) [29] and grown in Dulbecco’s modified minimum essential medium (DMEM)/F12 with 10% fetal bovine serum, cholera toxin (100 ng/mL), hydrocortisone (1 μg/mL), insulin (1 nM), and 1% penicillin–streptomycin.

### Establishing dual reporter cell lines

MCF-7 and T47D dual reporter cell lines were generated by stable transfection with p3X-ĸB-RE-eGFP and pS2-ERE-mCherry reporter plasmids using Lipofectamine 2000 according to the manufacturer’s protocol. The p3X-ĸB-RE-eGFP reporter plasmid was obtained from Dr. Elaine T. Alarid (University of Wisconsin-Madison) [30]. The pS2-ERE-mCherry plasmid was constructed by cloning (ERE)_2_-pS2-CAT element from donor plasmid [31] obtained from Dr. Benita Katzenellenbogen into pmCherry-1 plasmid (Takara, # 632525) with XbaI and NheI restriction sites. After transfection cells were selected with geneticin and puromycin and cloned by limiting dilutions in 96-well plates. Representative clones were selected based on mCherry and GFP expression after treatment with E2 or TNFα, respectively. Reporter activity was calculated as the confluence for each fluorescent signal over the total confluence using a Celigo imaging cytometer. In addition to mCherry and GFP expression, MFE was measured for each clone and clones representative of bulk cell lines were chosen for the further experiments.

### RT-quantitative PCR (QPCR)

Total RNA was isolated using Trizol and RT-QPCR performed as previously described [32]. Fold change was calculated using the ΔΔCt method with 36B4 serving as the internal control. All QPCR primers were obtained from Origene.

### Mammosphere (MS) assay

Mammosphere assays were conducted as described [33]. Briefly, cells were seeded at single-cell density 400 cells per well on low attachment 96 well plates in media described by Dontu et al. [34], supplemented with 1% methyl cellulose to prevent cellular aggregation. After 7 days, the number of MS ≥ 75 μm in diameter was determined using a Celigo imaging cytometer, and MS forming efficiency (MFE) was calculated. Secondary MS assays were performed to validate MS forming properties of sorted cell populations, since it was shown [35, 36] that additional rounds of MS assays further enrich for cells with BCSC properties. Secondary MS assays were conducted by sorting of primary MS cells into 4 population based on ERE and NFĸB-RE reporter activity, each population was seeded as primary MS. After 7 days secondary MFE was calculated for each population. For EdU labeling, MS were cultivated with EdU reagent (10uM) for the last 72 h of the assay. Then MS were collected and transferred to 8 well glass chamber slides (Corning, #354114) for 4 h to attach. MS were then fixed with 4% PFA for 30 min, permeabilized with 0.2% Triton × 100 in TBS and labeled using Click-iT EdU Alexa Flour 633 imaging kit (Invitrogen, # C10337) according to manufacturer’s protocol. Cells were imaged with a Zeiss LSM880 confocal macroscope.

### Western blot

Nuclear lysates were collected using NE-PER kit (Thermo Scientific). Proteins were separated by SDS-PAGE (Bio-Rad Laboratories), transferred to nitrocellulose membranes (Thermo Scientific), blocked for 1 h in buffer containing 5% nonfat dry milk (Lab Scientific) or 5% bovine serum albumin, and incubated with the appropriate primary antibody overnight. The next day, secondary antibody was applied, and the signal visualized on a Molecular Imager ChemidocXRS (Bio-Rad Laboratories) using the Pierce Supersignal West Pico chemiluminescent substrate (Thermo Scientific). Images were obtained using Quantity One software (Bio-Rad Laboratories).

### Chromatin immunoprecipitation assays

Chromatin immunoprecipitation assays were performed as previously described [37]. Briefly, MCF-7 cells were crosslinked with 1% formaldehyde in PBS. For the precipitations protein A Dynabeads (10003D, Invitrogen) were coated with ERα antibody (#sc-8002 F-10) prior to pulldown and excess antibody was washed away. Pulldowns occurred while rotating for 16 h at +4C. Beads were then washed followed by elution from the beads using elution buffer (0.1 M NaHCO3, 1% SDS). Elutions were subsequently de-crosslinked overnight at +65C and DNA was purified using QIAquick PCR Purification Kit Protocol and used for QPCR.

### DNA-binding ELISA assay

To measure NFĸB family member DNA binding, and ELISA assay was performed using TransAM® NFĸB Family Activation Assay Kit (#43,296) following manufacturer’s protocol. Briefly, nuclear extracts of MCF-7 cells cultured in 2D and MS conditions were loaded on oligonucleotide coated plate and incubated for 1 h at room temperature, following by incubation with primary antibodies and secondary antibodies. For quantification of results, a spectrophotometer (BIO-TEK Synergy HT) was used within 5 min at 450 nm with a reference wavelength of 655 nm.

### Tumor initiation study

An in vivo tumor initiation study was carried out at the University of Illinois at Chicago animal facility and conducted in accordance with institutional procedures and guidelines, and after prior approval from the Institutional Animal Care and Use Committee. Female athymic nude mice (nu/nu), aged 5 week-old, were purchased from Harlan. Different numbers of MCF-7 cells grown in 2D or MS conditions were injected orthotopically into the thoracic mammary glands of mice supplemented with estrogen pellets. Three mice per group were used, each animal received 2 injections (*n* = 6). Tumor formation was monitored by palpitation for the next 6 weeks. ELDA (Extreme Limiting Dilution Analysis) was performed to calculate a significance difference of stem cell frequency for each group (*P* < 0.05) [38].

### Single-cell RNA sequencing (scRNA-seq) and data analysis

For scRNA-seq, MS were collected, washed twice with 1 × PBS, trypsinized and resuspended in × 1 PBS with 0.04% BSA. Cell suspension was loaded on a Chromium Single Cell 3′ Chip (10X Genomics). A detailed protocol of single-cell libraries preparation, sequencing process, raw data analysis and downstream analysis has been previously described [32]. Briefly, the standard workflow from Seurat package (Version 4.0.6) in the RStudio (v.4.0.3) was used for downstream analysis. Cell duplicates, cells with low gene counts (< 2000 genes), and cells with high mitochondrial gene expression (> 15% of total mapped reads) were excluded from analysis. This resulted in 2974 MCF-7 and 2765 T47D MS cells. 

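Counts of unique molecular identifiers (UMIs) per gene and cell barcode were available for both libraries. The MCF-7 MS matrix held 4477 cell barcodes with a median of 17920 UMIs and 3725 genes, and the T47D MS matrix held 4018 barcodes with a median of 25875 UMIs and 4419 genes. Mitochondrial genes took a median of 10.9% of the UMIs of an MCF-7 barcode and 27.6% of the UMIs of a T47D barcode. The minimum of 2000 genes left 3589 MCF-7 and 2726 T47D barcodes. With the maximum of 15% mitochondrial UMIs and with predicted doublets removed, 2689 MCF-7 and 75 T47D cells remained. A maximum of 40% for T47D, chosen after these shares were seen, kept 2298 T47D cells, which are used below only where named.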

Data will be available through Gene Expression Omnibus (GSE 205415) upon publication. To visualize the data in low-dimensional space, the Uniform Manifold Approximation and Project (UMAP) reduction technique was used. Cell cycle scoring and regression was performed by applying the cell cycle vignette from the Seurat package. For the integration of data from MS MCF-7 cells with data from 2D-cultured MCF-7 cells [39], from 4OHT-treated MCF-7 cells [32], or from long-term estrogen deprived (LTED) cells [40], we used publicly available dataset downloaded from Gene Expression Omnibus (GSE114462, GSE181812, GSE122743, respectively). Integration of these datasets was performed using the SCTransform vignette in the Seurat package to reduce technical variation caused by different methods of sample processing, as recommended by Hafemeister and Satija [41].

### Functional enrichment analysis

FEA was used to identify enrichment of gene signatures across the identified clusters as described in [40]. Signatures tested were derived from MSigDB v.7.4 [42, 43]. Prior to calculating signature scores, the data were normalized and scaled gene-wise. Then a z-scored signature was calculated for each cell separately. ROC analysis was used to estimate the accuracy of enrichment of a signature within a particular cluster. Area Under the Curve (AUC) > 0.6 was considered an enrichment. Significance of a signature enrichment across the clusters was estimated by the Wilcoxon rank-sum test (*P* < 0.01 was considered significant). The Pearson’s correlation coefficient and statistical significance were calculated using RStudio. Correlation coefficients of 0.3–0.5 indicate a moderate correlation and 0.5–0.9 indicate a strong correlation. Multiple linear regression was calculated by *lm* function in RStudio to establish the relationship between gene signatures in a specific cluster. The output data of analysis were downloaded using *library(broom)*. FEA for the MCF-7 MS Cluster 1 Signature was performed on scRNA-seq datasets from primary ER+ breast cancer tumors (GSE176078) [44], primary and metastatic patient derived xenograft (PDX) tumors with high (UCD4) and low (UCD46) expression of ER [45] (GSE131007) and on a scRNA-seq dataset from peripheral blood mononuclear cells derived from patients with metastatic breast cancer with Cluster 13 consisting of Circulation Tumor Cells (CTCs) (GSE174463) [46].

### Ingenuity pathway analysis (IPA)

The IPA package (QIAGEN Redwood City, www.qiagen.com/ingenuity) was used to identify a network connecting DEGs from the MS Cluster 1. The network and the type of connection between DEGs were formed based on the Ingenuity Knowledge Base repository inferred from the scientific literature [47].

### Statistical analysis

Data are presented as mean ± SEM from at least three independent determinations. Statistical analysis consisted of 1- or 2-way ANOVA followed by Tukey posttest, or t-test, as appropriate.

### Public data mining

Since the METABRIC dataset has a largest cohort of ER+ breast tumors (1175 patient tumors), it was chosen for estimation of predictive value of the MS Cluster 1 Signature. To access the METABRIC [Molecular Taxonomy of Breast Cancer International Consortium] cohort, cBioPortal for Cancer genomics, an open access resource providing a tool to analyze patient tumor samples was used [48, 49]. Genes from the MS Cluster 1 Signature were individually analyzed in the database against samples from the METABRIC cohort. Samples were stratified into two groups based on z-scored expression of each gene in the signature and named positive ( +) or negative (−) for signature alterations. Precomputed by cBioPortal z-scores were used for the analysis with the default setting (2 standard deviations from the mean). Overall survival, molecular subtype (PAM50 and claudin-low), neoplasm histological grade, and patient’s vital status were analyzed between the altered and unaltered groups according to the cBioPortal's online instructions and statistical significance was determined by chi-squared test. Calculation of the MS Cluster 1 signature score of the METABRIC cohort stratified for molecular subtype (PAM50 and claudin-low), neoplasm histological grade, and patient’s vital status was performed using RStudio, and mRNA expression matrix for each patient was downloaded from cBioPortal.

## Results

### scRNA-seq reveals a unique quiescent population of stem-like cells in ER+ mammospheres

To study BCSCs, we isolated cells from mammospheres (MS), which we and others [35, 36] have shown are highly tumorigenic compared to 2D-cultured cells (Fig. 1A), and thus are enriched for BCSCs. 

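The deposited data are 1 single-cell RNA sequencing library of MCF-7 MS and 1 of T47D MS, each from cells kept for 7 days in mammosphere culture. Both are established ER+ breast cancer cell lines. The files hold UMI counts per gene and barcode, made by the authors with Cell Ranger on GRCh38. With 1 library per cell line there are no replicates, and cells of a library are not independent samples, so no p-value is given for any comparison of clusters. UMIs were summed over the cells of a cluster and normalized to the total UMIs of those cells, as CPM. Each ratio to all other cells of the library has an exact 95% confidence interval (CI) that covers counting error alone. A gene is called higher or lower when its ratio is at least 1.5, or the inverse, with an interval that excludes 1. The share of cells in a group has an exact Clopper-Pearson interval, also for counting error alone. A gene list is summarised by the median log2 ratio of its members at 20 CPM or more, beside the middle 95% of medians from 10000 random lists of the same size and expression level.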

We performed scRNA-seq on cells derived from MS of two ER+ breast cancer cell lines, MCF-7 and T47D, and then assessed BCSC properties using several widely recognized characteristics of stem cells: i) expression of classical stem cells markers and an enrichment for stem cell-associated gene signatures (Fig. 1), ii) proliferation status (Fig. 2 and Additional file 1: S. Fig 1), and (iii) enrichment in MS vs 2D-cultured cells (Fig. 3).

**Fig. 1:**
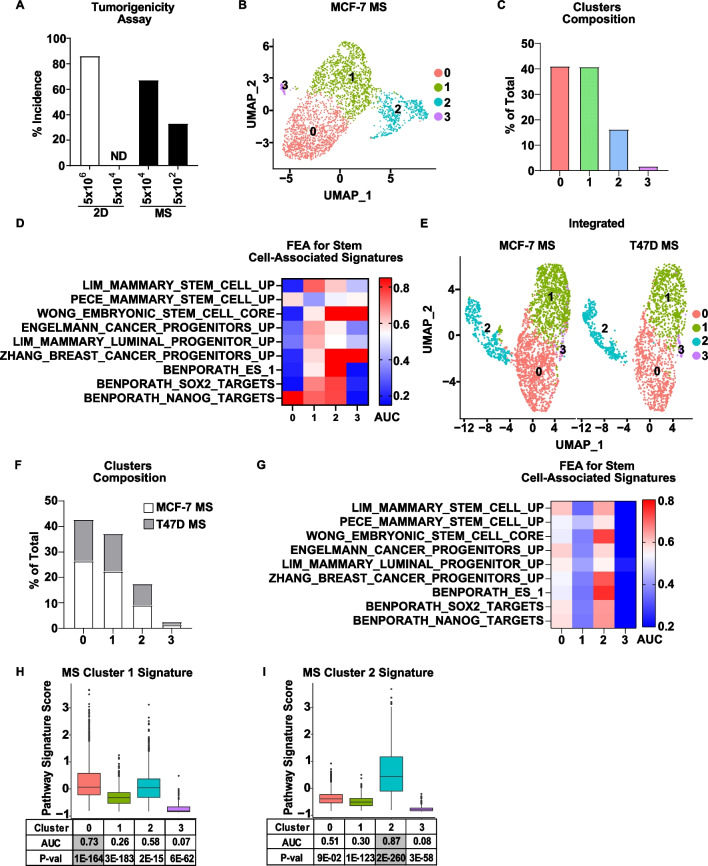
Single-cell RNA sequencing reveals two putative stem-like cell population clusters in mammospheres derived from ER+ breast cancer cell lines. **A** Different numbers of MCF-7 cells, cultured in standard 2D or mammosphere conditions, were injected into the mammary gland of athymic mice. The incidence of tumor formation was determined over 6 weeks. A significant difference in stem cell frequency, based on the tumor incidence per condition, was determined by ELDA (*P* < 0.05). ND, not detected. **B** scRNA-seq was conducted on MS derived from MCF-7 cells. Bi-dimensional representation of 2974 single-cell transcriptomes is shown (UMAP). **C** The percentage of cells in each cluster relative to the total number of cells is shown. **D** FEA was performed for stem cell-associated gene signatures from MsigDB. AUC values are shown in a heatmap, and *P*-values are presented in Additional file 2: Supplemental Table 3. **E** 5739 single-cell transcriptomes derived from MCF-7 MS and T47D MS were integrated and represented bi-dimensionally. **F** The distribution of MCF-7 and T47D cells in each cluster relative to the total cell number is shown. **G** FEA for stem cell-associated gene signatures was performed on the MCF-7 and T47D integrated dataset**.** AUC values are shown in a heatmap, and *P*-values are presented in Additional file 2: Supplemental Table 4. **H**, **I** FEA was performed for the gene signatures derived from the DEGs of MCF-7 MS Cluster 1 (**H**) and MCF-7 MS Cluster 2 (**I**) Signatures on the MCF-7 and T47D integrated dataset. Box plots show signatures scores per integrated cluster with significant AUC and *P*-values indicated in grey

**Fig. 2:**
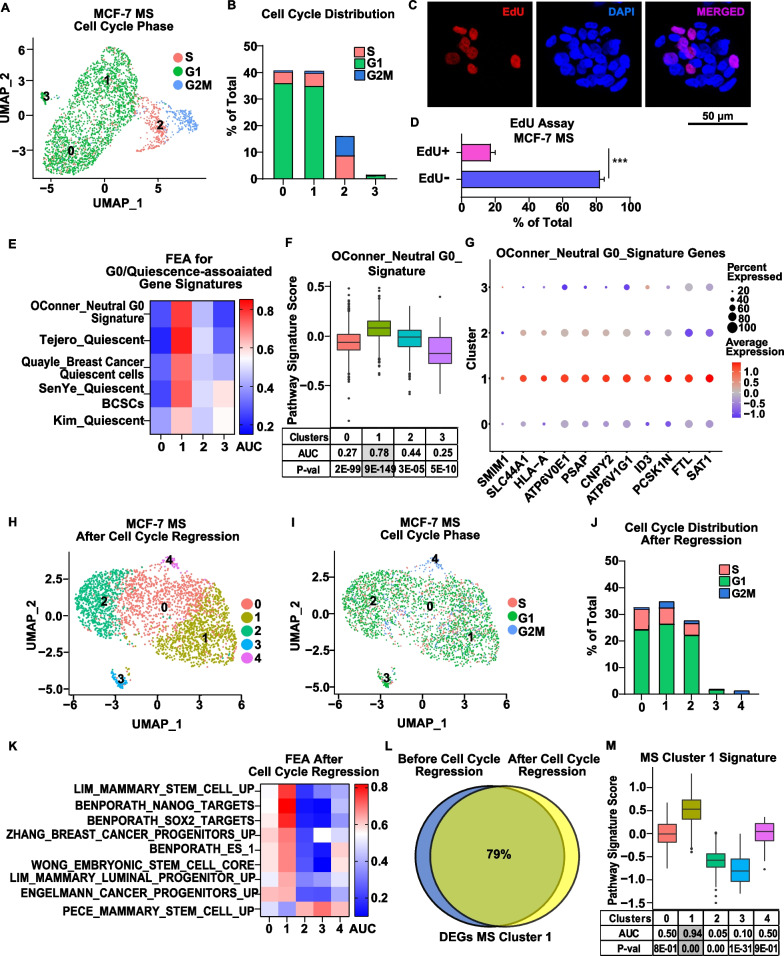
MS Cluster 1 is a quiescent stem-like cluster. **A**, **B** Cell cycle analysis was performed on MCF-7 MS using the Cell Cycle Scoring vignette provided by Seurat.** A** Bi-dimensional representations of 2974 single-cell transcriptomes colored by cell cycle phase (UMAP) and **B** cell cycle distribution for each cluster are shown. **C** An EdU assay was performed on MCF-7 MS. Representative pictures of MS stained for EdU (red) and DAPI (blue) are shown (bar = 50 µm) (**D**) A bar chart of EdU+ and EdU- cells presented as a percent of total number of cells from 11 MS is shown. **E**, **F** FEA was performed on the MS MCF-7 dataset with G0/quiescence-associated gene signatures with one representative example shown in a box plot. A detailed description of signatures is presented in Additional file 2: S. Table 6.1. AUC values are shown in a heatmap, and *P*-values are presented in Additional file 2: Supplemental Table 6.2. **G** Expression of genes associated with G0/Quiescence are represented in dot plots, with color representing expression level and size representing the percentage of cells in the cluster expressing the gene. **H** Cell cycle regression was performed using the Cell Cycle Regression vignette by Seurat. **I**, **J** Cell cycle phase and distribution are indicated after cell cycle regression of the MCF-7 MS dataset. **K** FEA was performed on MS MCF-7 dataset after cell cycle regression for stem cell-associated gene signatures from MsigDB. AUC values are shown in a heatmap, and *P*-values are presented in Additional file 2: Supplemental Table 7. (**L**) A Venn diagram shows percent of common DEGs derived from the MS Cluster 1 before and after cell cycle regression. **M** FEA was performed for the original MCF-7 MS Cluster 1 Signature on the MS MCF-7 dataset after cell cycle regression

**Fig. 3:**
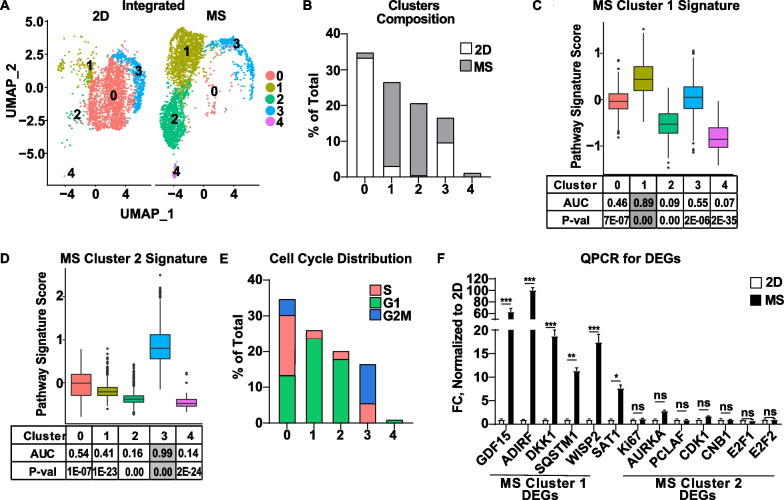
Integration of single-cell RNA sequencing datasets from MCF-7 cells cultured in standard 2D conditions and MS. **A** 5592 single-cell transcriptomes derived from 2D- and MS-cultured MCF-7 cells were integrated and represented bi-dimensionally. **B** The distribution of 2D- and MS-cultured MCF-7 cells in each cluster relative to the total cell number is indicated. **C**, **D** FEA was performed for the gene signatures derived from the DEGs of the original MS Cluster 1 (**C**) and MS Cluster 2 (**D**) on the integrated dataset. **E** Cell cycle distribution for each cluster as the percent of total cell number is indicated. **F** QPCR for the top DEGs of MS Cluster 1 and MS Cluster 2 was performed in MCF-7 cells cultured in 2D vs MS conditions. Data are presented as fold change (FC) normalized to 2D cells on a per gene basis. *P < 0.05, **P < 0.005, ***P < 0.001, *ns* not significant

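Clustering of the MCF-7 MS cells that passed the filters gave 4 clusters with the Seurat workflow, each named after the MS cluster of the paper whose 10 leading genes in S. Tables 5.1 to 5.4 it expressed most. MS Cluster 0-like held 1082 cells, or 40.2% (95% CI 38.4 to 42.1), and MS Cluster 1-like held 1168 cells, or 43.4% (95% CI 41.6 to 45.3). MS Cluster 2-like held 414 cells, or 15.4% (95% CI 14.1 to 16.8), and MS Cluster 3-like held 25 cells, or 0.930% (95% CI 0.603 to 1.37). The median depth was 18062.5 UMIs per cell in MS Cluster 0-like, 25298.5 in MS Cluster 1-like, 26447 in MS Cluster 2-like and 11037 in MS Cluster 3-like. Among genes at 50 CPM or more, UCA1, S100P, CGA and KRT81 had the largest ratios in MS Cluster 1-like, and HMMR, DLGAP5, UBE2C and TOP2A in MS Cluster 2-like. PCDH10, WNT2B, MYO10 and MMP16 led in MS Cluster 0-like. The genes that define a cluster are not a separate measurement of it. With SCTransform in place of log-normalisation no cluster resembled MS Cluster 3, and MS Cluster 0-like held 24.4% of cells.

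**Figure D1:**
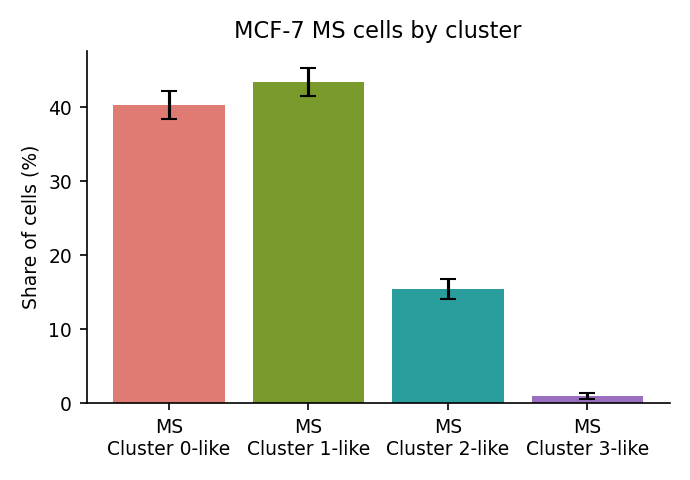
Share of MCF-7 MS cells (%) in each of the 4 clusters, as bars with exact 95% intervals that cover counting error alone. MS Cluster 0-like and MS Cluster 1-like hold 40.2% and 43.4% of the cells, and MS Cluster 3-like holds 0.930%.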

We first performed unsupervised clustering of cells derived from MCF-7 MS, which revealed 4 cell clusters with distinct transcriptomes (Fig. 1B, C). Analysis of classical stem marker expression across the 4 clusters revealed that: (i) expression of some stem markers was not detected in our dataset (e.g., *ALDH1A1* and *KRT5*), (ii) some markers were expressed but to a similar level among the four clusters, (e.g., *CD44, NANOG, POU5F1/Oct4*), and (iii) some markers were differentially expressed across the clusters but not in the same cluster (e.g., *CD24* and *TWIST* were expressed in Cluster 0, *KLF4* was expressed in Cluster 1, Additional file 2: S.Table 1). 

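No UMI of ALDH1A1 or KRT5 was found in the MCF-7 MS cells, so neither was detectable at this depth. NANOG had 4 UMIs and POU5F1 had 10 over all cells, too few to compare clusters. CD44 was at 39.2 CPM in MS Cluster 0-like, 32.3 in MS Cluster 1-like and 24.8 in MS Cluster 2-like, with no ratio past the size rule. It was at 81.2 CPM in MS Cluster 3-like, from 24 UMIs. CD24 was at 1710.2 CPM in MS Cluster 0-like, a ratio of 1.31 (1.29 to 1.33) to the other cells, and TWIST1 at 34.0 CPM, a ratio of 1.80 (1.63 to 2.00). KLF4 was at 18.3 CPM in MS Cluster 1-like, a ratio of 2.15 (1.87 to 2.49), and at 57.5 CPM in MS Cluster 3-like, from 17 UMIs.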

Since cellular processes are often associated with changes in the expression of groups of genes that share common biological functions or properties, we reasoned that a more reliable approach to identify putative BCSCs will be to test a set of related genes (i.e., a gene signature) rather than rely on expression of any single gene, which could be affected by technical limitations of scRNA-seq, such as gene dropout [50]. For this purpose, we used MsigDB [42] as a source of stem cell-associated gene signatures, from which we selected 9 signatures that have been derived from or validated in in breast cancer models (a detailed description of each signature is presented in Additional file 2: S. Table 2). To identify which cluster(s) are enriched for stem cell-associated gene signatures, we applied Functional Enrichment Analysis (FEA), also known as Gene Set Enrichment Analysis, a widely used approach which was proven to detect even small but biologically significant changes in gene expression in different cancer datasets [40, 51]. We found that the majority of these stem cell-associated gene signatures were significantly enriched in MS Cluster 1 and MS Cluster 2 (Fig. 1D, Additional file 2: S. Table 3), suggesting that these clusters may be putative stem-like cell populations. 

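The MSigDB signatures were not at hand, so short lists of stem cell genes, written before the data were examined, were scored per cell as the mean of scaled log-normalised levels. The area under the curve (AUC) is the chance that a cell of the cluster scores above another cell, and is given as a description of the library. The 7 classical stem markers that could be scored gave an AUC of 0.482 in MS Cluster 1-like (random lists 0.420 to 0.677) and 0.403 in MS Cluster 2-like. It was 0.561 in MS Cluster 0-like, and 0.705 there with Seurat AddModuleScore, which took all 14 listed markers, unscaled, less the mean of control genes. In MS Cluster 3-like it was 0.739 (random lists 0.221 to 0.672). The 5 other stem markers gave 0.641 in MS Cluster 1-like (random lists 0.465 to 0.635) and 0.565 in MS Cluster 2-like. With each cell thinned to 5000 UMIs, the AUC in MS Cluster 1-like was 0.443 for the classical and 0.582 for the other markers, and in MS Cluster 3-like 0.655 for the classical markers, within the random lists. These lists are far smaller than the signatures of Fig. 1D. The classical list counts CD24 upward, though the paper describes CD44+/CD24− cells as stem-like. CD24 was far above CD44 and TWIST1 in level in MS Cluster 0-like, and its weight in the unscaled score was not tested.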

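The cells of both lines that passed the filters were integrated with Seurat anchors and clustered together into 4 clusters. Of the T47D cells, 18 were in MS Cluster 0-like, or 24% (95% CI 14.9 to 35.3), and 36 in MS Cluster 1-like, or 48% (95% CI 36.3 to 59.8). MS Cluster 2-like took 20 T47D cells, or 26.7% (95% CI 17.1 to 38.1), and MS Cluster 3-like took 1. With T47D at a maximum of 40% mitochondrial UMIs, 22.1% of 2298 T47D cells were in MS Cluster 1-like and 48.4% in clusters that resembled none of the 4. These shares depended on the clustering, and were 46.0% and 11.6% with 20 principal components, and 38.9% and 19.9% with SCTransform integration. With the 75 cells, SCTransform integration put 20% in MS Cluster 1-like, 8% in MS Cluster 0-like and 45.3% in unnamed clusters. Clustered without MCF-7, no T47D cluster took the name of MS Cluster 1, and 42.7% of the cells, or 90.5% at the 40% maximum, were in clusters that took no name. Whole clusters were named, so this sets no limit on the share of such cells.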

To determine if similar putative stem-like populations are found in T47D MS, we performed an integration analysis of MCF-7 and T47D MS datasets, which resulted in 4 clusters, each consisting of cells from both lines (Fig. 1E, F), indicating transcriptomic similarities between MCF-7 MS and T47D MS. Two clusters of the integrated MCF-7/T47D dataset, Integrated Cluster 0 and Integrated Cluster 2, were found to be enriched for stem cell-associated gene signatures (Fig. 1G, Additional file 2: S. Table 4). To establish whether these two clusters are similar to the two stem-like clusters originally identified in MCF-7 MS, we used FEA for custom gene signatures generated from differentially expressed genes (DEGs) (Additional file 2: S. Tables 5.1–5.4) of MCF-7 MS Cluster 1 and Cluster 2 (Additional file 2: S. Tables 5.2, 5.3) (hereinafter referred to as “the MS Cluster 1 Signature” and “the MS Cluster 2 Signature”). FEA showed enrichment for the MS Cluster 1 Signature in the Integrated MCF-7/T47D Cluster 0, and the MS Cluster 2 signature was found to be enriched in the Integrated MCF-7/T47D Cluster 2 (Fig. 1H, I and Additional file 1: S. Fig 1). These results indicate that MS derived from different ER+ breast cancer cell lines have 2 common cell populations with stem-like gene signature enrichment.

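Genes ranked 11 to 30 in S. Tables 5.2 and 5.3, which took no part in naming the clusters, were read in the T47D cells of the integrated clusters, against the other T47D cells. Of 15 MS Cluster 1 genes measured, 0 were higher and 0 lower in the T47D cells of MS Cluster 1-like, with a median log2 ratio of 0.04 (random lists -0.19 to 0.18). With T47D at the 40% maximum, 1 of 15 was higher and the median was 0.38, above the random lists (0.01 to 0.22). With 20 principal components in addition, 0 were higher and the median was 0.16 (random lists -0.12 to 0.11). Of 19 MS Cluster 2 genes, all 19 were higher in the T47D cells of MS Cluster 2-like, with a median of 2.77 (random lists -0.10 to 0.34). In MS Cluster 1-like with T47D at the 40% maximum, GDF15 was at 24.1 CPM in T47D and 1789 in MCF-7 cells, and TFF1 and KRT81, also leading genes of MS Cluster 1, had 8 and 5 UMIs in T47D.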

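The T47D cells at the 40% maximum were also clustered alone, into 4 clusters. The largest was led by SLC40A1, IGFBP5 and CREB3L4, and smaller ones by CENPA, NEK2 and UBE2C and by DTL, MCM10 and FAM111B. The remaining cluster was led by SAA1, LCN2 and DDIT3. GDF15 was at 58.5 CPM in it, a ratio of 3.90 (3.55 to 4.27) to the other T47D cells. In this cluster 6 of 8 NFĸB target genes of Fig. 4D were higher, with a median log2 ratio of 0.96 (random lists -0.02 to 0.35). Of 13 genes of the separate NFĸB list, 9 were higher, with a median of 0.86 (random lists 0.04 to 0.33). ER targets went the other way: 1 of 15 was higher and the median was -0.22, below the random lists (-0.02 to 0.25). Of 17 genes of the unfolded protein and amino acid stress list, 11 were higher, with a median of 0.65 (random lists 0.01 to 0.27). DDIT3, HSPA5 and HERPUD1 of that list, and GDF15, are among the 10 genes of largest ratio that define this cluster. T47D was not clustered without the listed genes, so these values describe the cluster and are not a separate test of it. Over all 10 genes that name MS Cluster 1, with no CPM minimum, the median log2 ratio was 0.27 here. This is below the 0.5 required for the name, a limit set after the clusters were seen. Over the 7 at 20 CPM or more it was 0.18, within the random lists (-0.06 to 0.31). The genes ranked 11 to 30 in S. Table 5.2 had 2 of 15 higher and a median of 0.26 (random lists -0.01 to 0.22), and the genes of Fig. 2G a median of 0.31 (random lists -0.06 to 0.23).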

We next focused on cell proliferation, since some studies have shown that stem cells remain primarily in a quiescent/low proliferative state to maintain their stemness [23, 52]. To understand which of the two MS stem-like populations are quiescent, we first performed a cell cycle scoring analysis. 

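Cell cycle phases were assigned with the Seurat cell cycle scoring lists, without removal of free RNA from the droplets, so they rest on mRNA alone. In MS Cluster 1-like, 89.0% (95% CI 87.1 to 90.8) of cells were assigned to G1, and in MS Cluster 0-like 93.2% (95% CI 91.5 to 94.6). In MS Cluster 2-like, 56.3% (95% CI 51.4 to 61.1) were assigned to S and 43.5% (95% CI 38.6 to 48.4) to G2M. At 5000 UMIs per cell these shares of MS Cluster 2-like were 47.2% and 48.9%.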

The majority of MS Cluster 1 cells were found to be in G1 cell cycle phase whereas MS Cluster 2 cells were split evenly between S and G2M (Fig. 2A, B). 

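In the integrated clusters, 34 of 36 T47D cells in MS Cluster 1-like were assigned to G1, or 94.4% (95% CI 81.3 to 99.3). Of 20 T47D cells in MS Cluster 2-like, 3 were assigned to S and 17 to G2M. With T47D at the 40% maximum, 41.4% (95% CI 36.3 to 46.6) of 370 cells were in S and 58.6% (95% CI 53.4 to 63.7) in G2M.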

We observed a similar cell cycle distribution for the two putative stem-like populations in the integrated MCF-7/T47D dataset (Additional file 1: S. Fig 2). Next, we performed a functional EdU incorporation assay, which supported our bioinformatic analysis and showed a similar distribution of proliferative vs non-proliferative cells in MS for both cell lines (Fig. 2C, D and Additional file 1: S. Fig 2C, D). To identify which cluster is quiescent, we next utilized gene signatures derived specifically from cells in G0/quiescent state (a detailed description of signatures presented in Additional file 2: S. Table 6.1). 

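The median over all genes measured was 0.16 on the log2 scale in MS Cluster 1-like and -0.29 in MS Cluster 0-like, so each list is read against its random lists. Of the 13 genes shown in Fig. 2G, 10 were higher and 0 lower in MS Cluster 1-like, with a median log2 ratio of 0.66 (random lists -0.12 to 0.35). The paper shows these genes from the same library, so they are not a separate test. A separate list of genes of cell cycle exit, written before the data were examined, gave a median of -0.30 in MS Cluster 1-like (random lists -0.02 to 0.36), with 1 of 14 higher and 5 lower. In MS Cluster 0-like the same list gave 0.42 (random lists -0.56 to -0.11), with 5 higher and 1 lower. With SCTransform clusters the median there was 0.23, above the random lists, with 2 higher and 2 lower. Nuclear retained RNA, at 0.62 (random lists -0.81 to 0.54), and immediate early and stress genes, at 0.23 (random lists -0.52 to -0.10), also lay above the random lists in MS Cluster 0-like. The former was 0.22 with SCTransform clusters, within the random lists. MALAT1, a nuclear retained RNA, and FOS, an immediate early gene, are among the genes that name MS Cluster 0-like, so these lists are not separate from the name. All 14 measured genes of the proliferation list were lower in MS Cluster 1-like, with a median of -2.27.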

FEA for these gene signatures showed enrichment exclusively in MCF-7 MS Cluster 1 (Fig. 2E–G) and in Cluster 0 of the integrated MCF-7/T47D dataset, indicating the presence of quiescent cells in these populations (Additional file 1: S. Fig 2 E–G, Additional file 2: S. Table 6.2).

Previously, Ben-Porath et al. showed that stem cell-associated signatures may inherit proliferation-related genes, which may explain the enrichment of both proliferative cells and stem cell-associated gene signatures in MS Cluster 2 [53]. Additionally Ben-Porath et al. showed that regression of proliferation-related genes from analysis did not affect stem cell-associated gene signature enrichment [53]. Based on these concepts, we decided to conduct cell cycle regression to eliminate the influence of proliferation from the MS dataset and re-cluster the cells to determine whether stem cell-associated gene signature enrichment was reliant on or independent of proliferation-associated genes (Fig. 2H–J). We found that only one cluster, Cluster 1, was predominantly enriched for stem cell-associated signatures after cell cycle regression (Fig. 2K, Additional file 2: S. Table 7). This cluster has up to 80% of genes in common with the original MS Cluster 1 identified before cell cycle regression and was enriched for the MS Cluster 1 Signature (Fig. 2L, M). However, no enrichment of the original MS Cluster 2 Signature was observed in this population (data not shown). These findings indicate that enrichment for stem cell-associated signatures in MS Cluster 1 is independent of proliferation-related genes and retained even after cell cycle regression, while enrichment for stem cell-associated gene signatures in MS Cluster 2 completely relies on the expression of proliferation-related genes.

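After regression of the cell cycle scores, the MCF-7 MS cells were clustered into 5 clusters, and 2 of these were like MS Cluster 1. One held 815 cells and 58.4% of the original MS Cluster 1-like cells, and shared 63% of its 200 leading genes. The other held 599 cells and 39.7% of the original cells, and shared 24%. Taken as 1 group, they held 98.1% of the original cells and shared 81% of the 200 genes. The same group took in 59.7% of the original MS Cluster 2-like cells, but its median log2 ratio of MS Cluster 2 genes was 0.0037. The 2 clusters differed in these genes, with a median of -0.24 in the first and 0.33 in the other. GDF15 had a ratio of 3.87 in the first and 0.540 in the other. Each ratio is to all other cells, so the latter is set against the first cluster too. GDF15 was at 744 CPM in the other cluster, 542 in the unnamed and 480 in the MS Cluster 0-like cluster. It was at 914 CPM in the MS Cluster 3-like cluster of 27 cells. The per-cell score of ER target genes had an AUC of 0.562 in the first cluster and 0.765 in the other.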

Since it is well established that MS are enriched for BCSCs, we next examined whether either of the 2 putative stem-like populations are enriched in MS. To do this, we integrated the MCF-7 MS dataset with a dataset from MCF-7 cells in standard 2D culture (MS/2D integrated dataset) [39]. Unsupervised clustering revealed 3 clusters that are highly enriched for MS cells: Cluster 1, Cluster 2, and Cluster 4 (Fig. 3A, B). FEA revealed that the original MS Cluster 1 Signature is enriched in the MS/2D Integrated Cluster 1 (Fig. 3C), which consists primarily of MS cells. In contrast, the MS Cluster 2 Signature was enriched specifically in the MS/2D Integrated Cluster 3, which consists of both MS- and 2D-cultured cells (Fig. 3D and Additional file 1: S. Fig 3). As expected, cells from MS/2D Integrated Cluster 1 were predominantly in G1 cell cycle phase, consistent with quiescence, whereas cells from MS/2D Integrated Cluster 3 were found to be in S/G2M cell cycle phases (Fig. 3E), indicating this proliferative population can be found in both MS- and 2D-cultured cells. Using QPCR, we confirmed that MS Cluster 1 DEGs are in fact elevated in MS compared to 2D-cultured cells, while MS Cluster 2 DEGs were not different between MS and 2D (Fig. 3F). Collectively, these findings suggest that MS Cluster 1 represents a putative BCSC population based on its expression of stem cell-associated gene signatures, quiescence, and enrichment in MS.

### ER and NFĸB are active in MS Cluster 1 and required for MS formation

To identify which genes/pathways are active and may promote stem properties in MS Cluster 1, we performed IPA network analysis on DEGs of this cluster (Fig. 4A). We found that top upregulated DEGs form a network with two central nodes, ESR1 and NFĸB complex, suggesting that both are active in MS Cluster 1. To assess this, we examined expression of ER and NFĸB family members, as well as ER and NFĸB activity based on target gene expression and target gene signature enrichment in the original MS Clusters. 

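ESR1, at chromosome 6 of GRCh38 from 151656691 to 152129619, was at 48.6 CPM in MS Cluster 0-like, 25.4 in MS Cluster 1-like, 38.8 in MS Cluster 2-like and 20.3 in MS Cluster 3-like. Its ratio in MS Cluster 1-like was 0.566 (0.519 to 0.617). TFF1 was at 2919 CPM in MS Cluster 1-like and 2014 in MS Cluster 2-like, against 599 in MS Cluster 0-like, but it is also among the genes that name MS Cluster 1-like. WISP2 had a ratio of 2.22 (2.14 to 2.29) in MS Cluster 1-like and IGFBP4 1.34, the latter not past the size rule, while BRCA1 had 15.8 (12.8 to 19.6) in MS Cluster 2-like. Over a list of 35 ER target genes written before the data were examined, 7 of 22 measured were higher and 1 lower in MS Cluster 1-like. The median log2 ratio was 0.29, within the random lists (-0.01 to 0.32). It was above them with 20 principal components, with clusters built from thinned cells and with clusters built without the listed genes. UMIs of the clusters built from thinned cells were summed at full depth, so that median is not one at equal depth. In MS Cluster 2-like the median was 0.20 (random lists -0.05 to 0.24). The per-cell ER score had an AUC of 0.672 in MS Cluster 1-like and 0.641 in MS Cluster 2-like. In MS Cluster 1-like, random lists matched to the classical stem and the TGFβ lists also reached such values. Those random lists were not matched to the ER list itself, so the AUC is given as a description and no conclusion is drawn from it.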

We found that ESR1 was most highly expressed in MS Clusters 0 and 2, whereas expression of ER target genes and enrichment of ER-associated gene signatures was observed in MS Clusters 1 and 2, suggesting that ER is active in MS Clusters 1 and 2 (Fig. 4B, C and Additional file 2: S. Table 8). 

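RELA was at 29.8 CPM in MS Cluster 1-like, a ratio of 1.31 (1.19 to 1.44) that did not pass the size rule. REL was at 136 CPM in MS Cluster 0-like, a ratio of 2.86 (2.70 to 3.02), and at 37.3 CPM in MS Cluster 1-like. Of the 8 NFĸB target genes of Fig. 4D that were measured, 4 were higher and 1 lower in MS Cluster 1-like, with a median log2 ratio of 0.55 (random lists -0.06 to 0.41). Those higher included TNFRSF12A, at 1.82 (1.77 to 1.88), and SQSTM1, at 1.60 (1.55 to 1.64). GADD45B was lower, at 0.643 (0.605 to 0.684), but not past the size rule with 20 principal components or SCTransform. A list of 38 NFĸB target genes written before the data were examined had 8 measured members, none past the size rule, and a median of 0.20, within the random lists (-0.17 to 0.40). The per-cell score of that list had an AUC of 0.603 in MS Cluster 1-like. This AUC was within the ranges of random lists matched to the classical stem and TGFβ lists, not to the NFĸB list. It was 0.528 at 5000 UMIs per cell, and reversed to 0.477 with AddModuleScore, which changed both the scoring and the genes, from the 22 at 1 CPM or more to the whole list. In MS Cluster 3-like, 5 of 9 genes of Fig. 4D and 5 of 11 of the separate list were higher, with medians of 0.95 and 1.21. The latter fell to 0.16 with 20 principal components and 0.32 with clusters built from thinned cells, summed at full depth. Both lay within the random lists. GADD45B was at 670.3 CPM there. It and JUN are genes of Fig. 4D that also name this cluster and are on the list of immediate early and stress genes, of which 16 of 19 were higher there. These cells also had a median of 0.689% mitochondrial UMIs, and nuclear retained RNA had a median log2 ratio of 0.68, within the random lists (to 0.74).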

NFĸB family members, RELA and REL, are highly expressed in MS Clusters 1 and 0, respectively, while expression of NFĸB target genes and enrichment of NFĸB-associated gene signatures were found in MS Clusters 1 and 3 (Fig. 4D, E and Additional file 2: S. Table 8). These findings confirm the IPA analysis indicating that both ER and NFĸB are active in MS Cluster 1.

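The ER target genes of Fig. 4B had a median log2 ratio of 1.14 in MS Cluster 1-like from 3 measured genes (random lists -0.32 to 0.64). The paper shows these genes and those of Fig. 4D from the same library, and TFF1 also names the cluster, so they are not a separate test. The paper concludes that ER and NFĸB are both active in MS Cluster 1. It rests this on an IPA network of the cluster's genes and on expression and enrichment of targets of both factors. It also reports assays of both factors in bulk MS and in sorted reporter cells, for which no file was at hand.

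**Figure D2:**
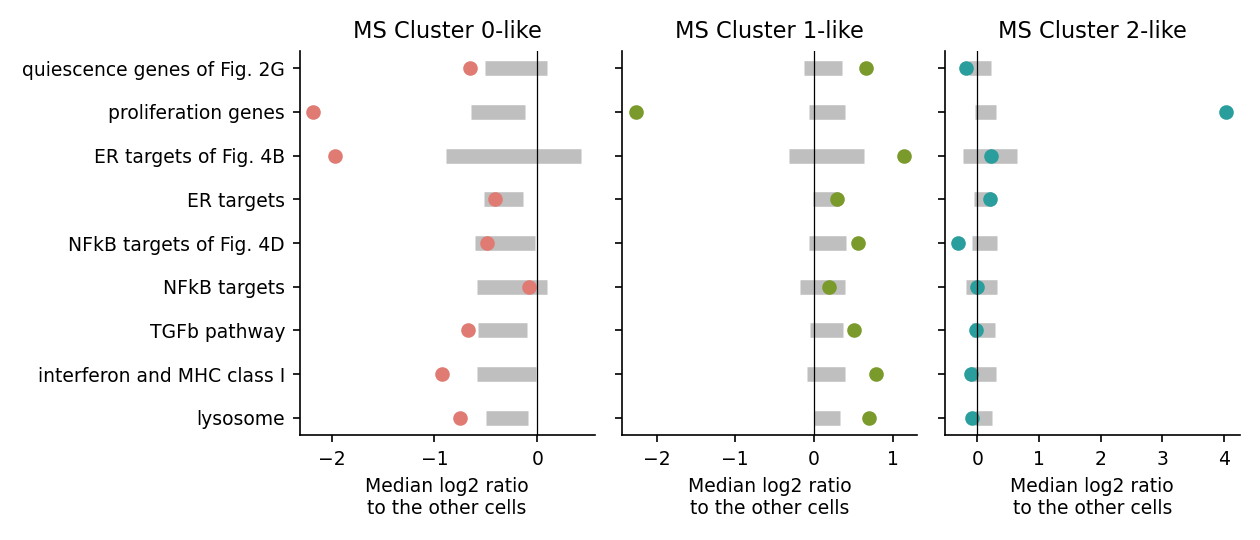
Median log2 ratio of each gene list in MS Cluster 0-like, 1-like and 2-like cells against the other MCF-7 MS cells (points), with the middle 95% of expression-matched random lists (grey bars). In MS Cluster 1-like the points of the target genes of Fig. 4B, at 1.14, and of Fig. 4D lie above their bars, and those of the separate ER and NFkB lists lie within them.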

**Fig. 4:**
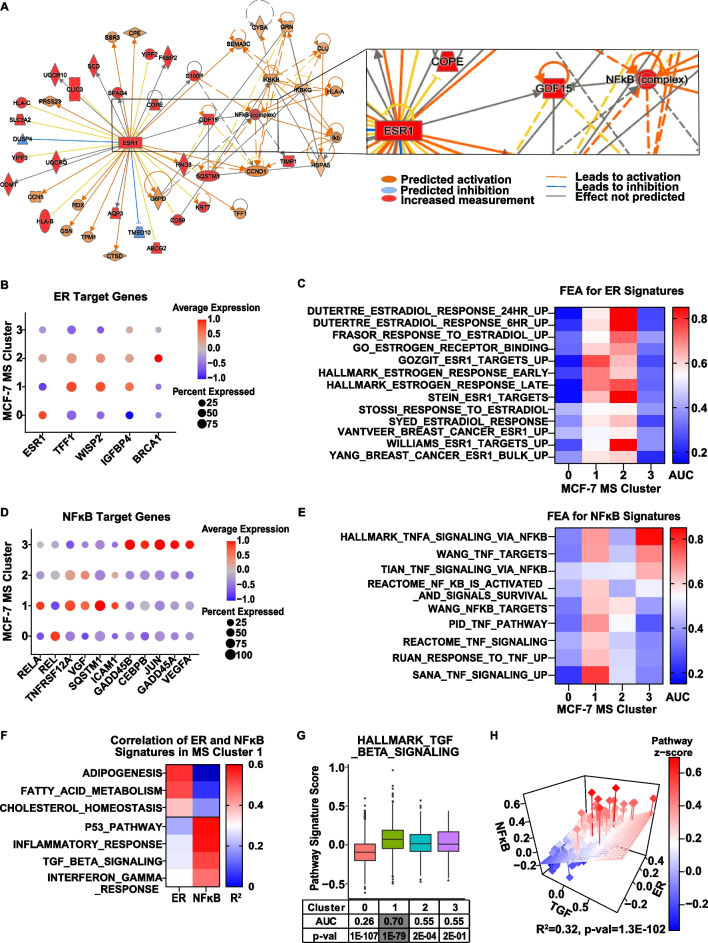
ER and the NFĸB pathway are active in MS Cluster 1 and required for MS formation. **A** IPA network analysis was performed for DEGs of the original MS Cluster 1. Two central nodes were identified, *ESR1* (*P*-val = 4.73E-9) and NFĸB complex (*P*-val = 3.72E-3). Expression of *ESR1* and ER target genes (**B**) and NFĸB family members and NFĸB target genes (**D**) are presented in dot plots, with color representing expression level and size representing the percentage of cells in each cluster expressing the gene. FEA was performed for ER (**C**) and NFĸB (**E**) gene signatures from MsigDB. AUC values are shown in a heatmap, and *P*-values are presented in Additional file 2: Supplemental Table 8. **F** Correlation between Hallmark ER or Hallmark NFĸB signatures with other Hallmark gene signatures in MS Cluster 1 was calculated using Pearson’s Correlation function in RStudio software. Correlation values are shown in a heatmap and *P*-values are presented in Additional file 2: Supplemental Table 9. **G** FEA was performed for the Hallmark TGFβ pathway gene signature on MCF-7 MS Clusters. Box plot shows signature scores per cluster and table indicates AUC and *P*-values for each cluster. **H** Multiple linear regression analysis between Hallmark ER, NFĸB and TGFβ pathway gene signatures was performed for MS Cluster 1. Single cells individually placed in 3D graph with each axis representing the z-score for each pathway and each rectangle representing individual cells

To understand the function of ER and/or NFĸB in MS Cluster 1, we utilized the IPA network analysis to identify MS Cluster 1 DEGs that can potentially be regulated by ER or NFĸB independently, or by the two working together, interdependently. 

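Per-cell scores of own lists were correlated over the MS Cluster 1-like cells, which are not replicates, so Pearson's r is given without a p-value, beside r with expression-matched random lists. The ER target score had an r of 0.268 (random lists 0.0299 to 0.281) with fatty acid metabolism and 0.109 (random lists 0.0374 to 0.273) with cholesterol synthesis, both within the random lists. The NFĸB target score had an r of 0.183 (random lists -0.0243 to 0.135) with interferon and MHC class I genes and 0.222 (random lists -0.0484 to 0.136) with immediate early and stress genes. IRF1, which is on both the NFĸB and the interferon list, was left out of the latter. At 5000 UMIs per cell these values were 0.0799, 0.0664, 0.0754 (random lists -0.0458 to 0.0831) and 0.141 (random lists -0.0461 to 0.0837), and only the last remained above the random lists.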

For independent mechanism(s), we performed a correlation analysis between Hallmark pathways in MsigDB and found that the HALLMARK_ESTROGEN_RESPONSE_LATE gene signature correlates with several lipid metabolism-associated pathways, whereas HALLMARK_TNFA_VIA_NFKB gene signature correlates primarily with inflammatory and immune response pathways (Fig. 4F and Additional file 2: S. Table 9). These findings correspond with previously published data showing ER and cholesterol pathways are associated with BCSC maintenance [54, 55], while NFĸB promotes stem properties by regulating pro-inflammatory cytokines [56]. As these pathways have been shown previously to be involved in regulation of stem cells, we decided to focus MS Cluster 1 DEGs that can be regulated by both ER and NFĸB working together. We found that *GDF15* (growth/differentiation factor-15), a top 10 DEG for MS Cluster 1 (Additional file 2: S. Table 5.2), was predicted to be upregulated by both ER and NFĸB (Fig. 4A insert). 

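GDF15 (ENSG00000130513) lies on chromosome 19 of GRCh38 from 18374731 to 18389176. It was at 1833 CPM in MS Cluster 1-like, against 540.1 in MS Cluster 0-like, 715 in MS Cluster 2-like and 873 in MS Cluster 3-like, and its ratio to the other cells was 3.03 (2.98 to 3.08). As a leading gene of S. Table 5.2 it took part in naming the cluster, and with the listed genes left out of the clustering its log2 ratio was 1.59.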

*GDF15* is a member of the TGFβ signaling pathway and has been shown to play role in promotion of stem-like features in multiple cancers [57–59]. In breast cancer cell lines, a recent study by Sasahara et al. showed that *GDF15* treatment increases expression of stem-associated genes and mammosphere forming efficiency, which was reversed by a *GDF15* blocking antibody [57]. Since *GDF15* is a member of the TGFβ superfamily, we performed FEA for a TGFβ pathway gene signature and found it to be enriched in MS Cluster 1 (Fig. 4G). Moreover, we observed a correlation between the expression of the hallmark TGFβ gene signature and both the Hallmark ER and NFĸB gene signatures in MS Cluster 1 cells (Fig. 4H). These findings suggest that ER and NFĸB may promote stem-like features in MS Cluster 1 through regulating of *GDF15* and activation of TGFβ signaling.

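Of 12 measured genes in a list of the TGFβ pathway written before the data were examined, 4 were higher and 1 lower in MS Cluster 1-like, with a median log2 ratio of 0.51 (random lists -0.05 to 0.37). PMEPA1 had a ratio of 2.92 (2.73 to 3.13), ID1 2.58 (2.28 to 2.94) and ID3 2.33 (2.24 to 2.43). Without the minimum of 20 CPM the median was 0.20 and fell within the random lists. The per-cell score had an AUC of 0.686 in MS Cluster 1-like (random lists 0.525 to 0.683) and 0.626 at 5000 UMIs per cell.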

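In MS Cluster 1-like cells the TGFβ score had an r of 0.118 with the ER target score (random lists 0.0235 to 0.223) and 0.194 with the NFĸB target score (random lists 0.00876 to 0.150). At 5000 UMIs per cell these were 0.00833 and 0.0498, the latter within the random lists (-0.0334 to 0.0923). A linear regression of the TGFβ score on both gave an R² of 0.0492 (random lists 0.00586 to 0.0565). With every cell at 5000 UMIs, R² was 0.00251 (random lists 0.000188 to 0.0168).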

### ER and NFĸB work together to promote stem-like features through GDF15

To validate our bioinformatic findings, we assessed ER and NFĸB activity in bulk MS cells (Additional file 1: S. Fig 4) and in isolated cell populations (Fig. 5, Additional file 1: S. Fig 5). In bulk MCF-7 and T47D MS, we found elevated ER and NFĸB activity based on target gene expression (Additional file 1: S. Fig 4A, 4E), DNA binding activity (Additional file 1: S. Fig 4B, 4F) and/or nuclear localization compared to 2D culture (Additional file 1: S. Fig 4C, 4G). To understand if ER and NFĸB activity are necessary for MS formation, we examined MS forming efficiency (MFE) in the presence of ICI182,780, an ER antagonist, and IKK7, an inhibitor of upstream kinases in the NFĸB pathway, IKKα/β. We found that each inhibitor reduced MFE in a dose-dependent manner (Additional file 1: S. Fig 4D, 4H), but that sublethal doses of ICI and IKK7 substantially decreased MFE compared to either inhibitor alone (Additional file 1: S. Fig 4I, 4J). These findings were further confirmed in 2 new ER+ breast cancer cell lines derived from patient-derived xenografts (PDX), UCD4 and UCD65 (Additional file 1: S. Fig 4K, 4L). These findings suggest that while both pathways are required, they may also work together cooperatively, as we have previously shown on target genes, MS formation, and BCSC genes [33, 60]. We also confirmed that GDF15 is regulated by ER and NFĸB to some extent in the bulk MCF-7 MS (Additional file 1: S. Fig 4M).

**Fig. 5:**
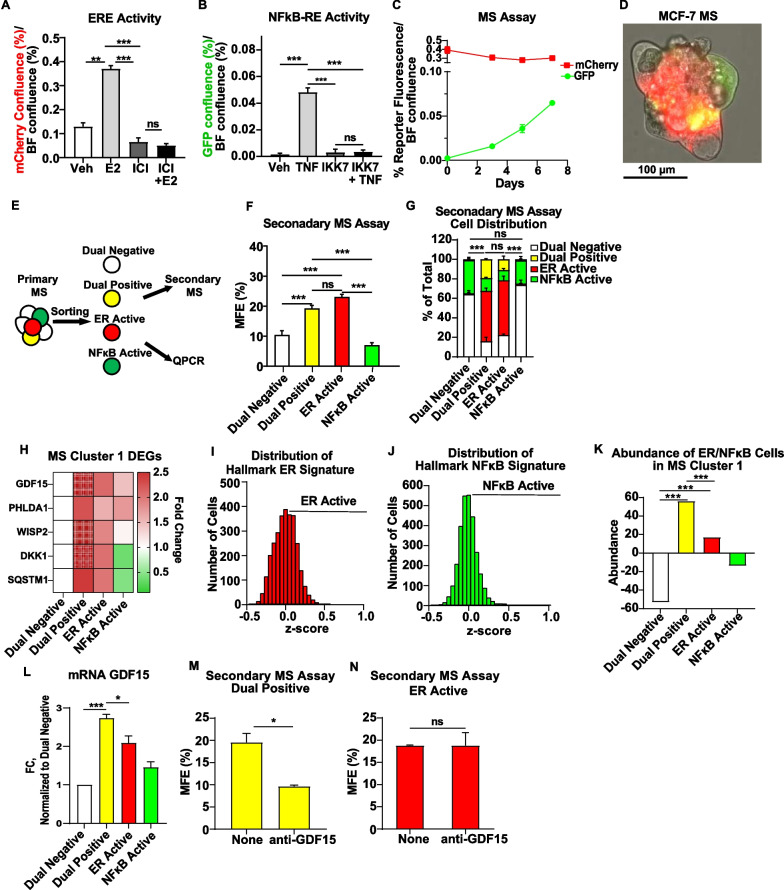
Dual reporter cell lines identify an ER and NFĸB-driven stem-like cell population. **A**, **B** ERE-mCherry and NFĸB-RE-eGFP activity in 2D-cultured MCF-7 dual reporter cells treated with E2 (10 nM), hTNFα (10 ng/ml), ICI (1 µM) and/or IKK7 (1 µM) for 24 h was measured using a Celigo imaging cytometer. Bar charts represent the percentage of mCherry confluence (**A**) and eGFP (**B**) confluence normalized to total brightfield confluence for each treatment group. **C** ERE-mCherry and NFĸB-RE-eGFP activity in MCF-7 MS was measured over time. **D** A representative image of MS derived from MCF-7 dual reported cell line is shown (bar = 100 µm). **E** A schematic of sorting experiments performed on MS derived from the MCF-7 dual reporter cells is presented. **F** MS derived from MCF-7 dual reporter cells were collected, trypsinized and sorted for 4 cell populations, based on expression of fluorescent proteins eGFP and mCherry. A secondary MS assay was performed on 4 sorted populations and secondary MFE for each group is plotted. **G** Cell distribution of secondary MS is plotted for each group based on ERE-mCherry and NFĸB-RE-eGFP activity. **H** The expression of DEGs of MS Cluster was determined in each cell population by QPCR. Fold change, normalized to dual-negative cell population, for each gene is presented on a heatmap. **K**, **L** Distribution of z-scores for the Hallmark ER (**I**) and NFĸB (**J**) signatures are shown on a per cell basis. **K** Each cell from MS Cluster 1 was assigned to one of the groups based on z-scores for ER and NFĸB signatures: dual-negative cells (white), dual-positive cells (yellow), ER-active cells (red), NFĸB-active cells (green). The percent change in abundance of MS Cluster 1 relative to the total population for each group is shown. **L** A bar charts representing GFD15 mRNA expression in each sorted group in (**K**)**. M**, **P** The role of GDF15 on secondary MS formation was examined using an anti-GDF-15 antibody (200 ng/ml) on 2 sorted cell population from: dual-positive (**M**) and ER-active (**N**). *P < 0.05, ***P < 0.001, *ns* not significant

While these findings support a role for ER and NFĸB in MS in general, a population-specific approach is needed to uncover the role of ER and NFĸB in MS Cluster 1’s stem-like properties. Thus, in order to isolate MS Cluster 1 cells, we decided to take advantage of their ER and NFĸB activity. We established dual reporter ER+ breast cancer cell lines, where activation of NFĸB is detected by eGFP expression and activity of ER is indicated by mCherry expression. We confirmed that expression of fluorescent proteins corresponds to ER and NFĸB activation by E2 and TNFα, and that this activation is inhibited by ICI and IKK7, respectively (Fig. 5A, B and Additional file 1: S. Fig 5A, 5B). As expected, we found ER and NFĸB to be active in MS, with constant ER activity throughout MS development, while NFĸB activity was low initially but increased over time (Fig. 5C and Additional file 1: S. Fig 5C). In fully developed MS, 4 populations of cells with heterogeneous ER and NFĸB activity were observed: dual-negative (white), dual-positive (yellow), ER-active (red), and NFĸB-active (green) (Fig. 5D and Additional file 1: S. Fig 5D).

We next performed a sorting experiment to examine MS formation efficiency (MFE) and expression of the MS Cluster 1 DEGs (Fig. 5E) for each population. We found that MFE (Fig. 5F, Additional file 1: S. Fig 5E) were higher in two cell populations ER-active and dual-positive. Additionally, both of these populations showed similar abilities to form secondary MS with all 4 progeny: dual-negative, dual-positive, ER-active and NFĸB-active (Fig. 5G, Additional file 1: S. Fig 5F), suggesting that ER-active and dual-positive cell populations are not stable and able to repopulate a heterogenous MS. Along with MFE, expression of the MS Cluster 1 DEGs (Fig. 5H) were higher in the same two cell populations, ER-active and dual-positive. Taken together these findings suggest that MS Cluster 1, does not consist of dual-positive cells exclusively and may be distributed across both the ER-active and the dual-positive cell populations. To test this, we estimated the enrichment of MS Cluster 1 with each cell population based on ER and NFĸB activity. To calculate the enrichment, we first determined activation of ER and NFĸB pathways using z-scores of Hallmark NFĸB and ER gene signatures for each cell individually from MS Cluster 1 as an alternative approach to FEA for the entire cluster (Fig. 5I, J). We next used these signatures’ z-scores to assign each cell to a specific population (dual-negative, dual-positive, ER-active or NFĸB-active). Finally, enrichment for dual-positive, dual-negative, ER-active and NFĸB-active cells in MS Cluster 1 was calculated (Fig. 5K). Indeed, this approach showed that MS Cluster 1 is enriched for cells with high z-scores for both ER and NFĸB signatures and for ER signature alone, confirming the presence of both dual-positive and ER-active cell subpopulations in MS Cluster 1. However, the abundance of the dual-positive cells was significantly higher compared to the ER-active cells in MS Cluster 1 (Fig. 5K). 

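Every MCF-7 MS cell was assigned to a group by whether its ER and NFĸB target scores lay above the mean over all cells. In MS Cluster 1-like, 34.6% of cells (95% CI 31.9 to 37.4) were dual-positive, against 19.0% of the other cells, and 29.6% (27.0 to 32.3) were ER-active, against 19.3%. NFĸB-active cells made up 17.6% (15.5 to 19.9), against 21.1%, and dual-negative cells 18.2% (16.0 to 20.5), against 40.6%. With TFF1 and CTSD left out of the ER list, the direction turned for NFĸB-active cells, at 21.3% against 20.1%. Of the MS Cluster 1-like cells, 32.6% lay within 0.05 of a cutoff, and 91.6% with AddModuleScore, whose unscaled scores are on another scale. At 5000 UMIs per cell, 28.4% were dual-positive and 31.4% ER-active, and with AddModuleScore 32.4% and 34.8%. The ratio of the share in MS Cluster 1-like to that in other cells was 1.82 for dual-positive and 1.53 for ER-active cells. It was 1.70 and 1.66 at 5000 UMIs, and 1.83 and 1.93 with AddModuleScore, where the order turned.

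**Figure D3:**
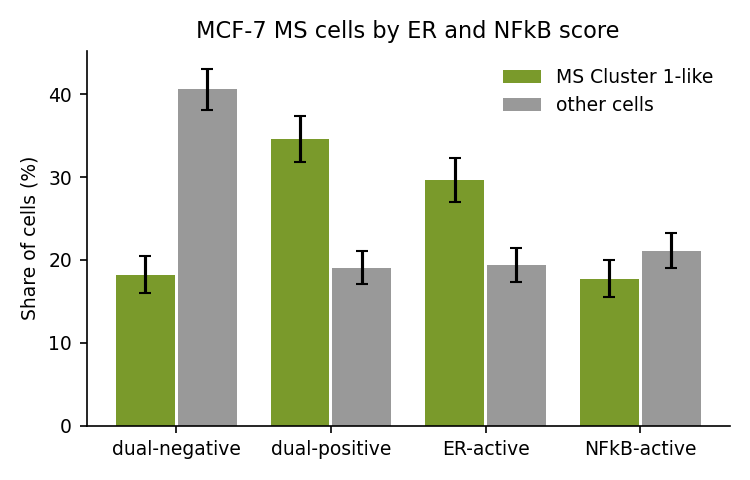
Share of MS Cluster 1-like cells and of other MCF-7 MS cells (%) in each score group, as bars with exact 95% intervals for counting error. Dual-positive cells make up 34.6% of MS Cluster 1-like and 19.0% of other cells.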

The higher expression of *GDF15* compared to other populations (Fig. 5L) suggested its involvement in the regulation of stem properties specifically in the dual-positive cells. To test this, we isolated and treated two cell populations, dual-positive and ER-active, with an antibody that inhibits GDF15 (anti-GDF15). It was found that inhibition of *GDF15* reduces MS formation in the dual-positive cell population, but not in the ER-active cell population (Fig. 5M, N). These data suggest that the functional role of *GDF15* in promotion of stem properties depends on activity of both ER and NFĸB and is restricted to a specific subpopulation of the MS Cluster 1 cells.

### A gene signature derived from MS Cluster 1 is expressed in endocrine resistant and metastatic cell populations and is associated with aggressive disease.

Given the known role of BCSCs in therapy resistance, disease progression and metastasis, we next investigated whether MS Cluster 1 can be a predictor of aggressive ER+ disease. To answer this question, we took several approaches. First, we interrogated two integrated datasets derived from MCF-7 cells that are tolerant [32] or fully resistant to endocrine therapy [40] for expression of the MS Cluster 1 Signature (Fig. 6A, B and Additional file 1: S. Fig 6). We found that the signature was enriched in Integrated Cluster 2, which consists of tolerant and fully resistant cells (Fig. 6B, C), suggesting that the MS Cluster 1 is retained in a subpopulation of endocrine therapy tolerant/resistant cells. Each dataset was also tested individually and showed similar results (Additional file 1: S. Fig 6). We next investigated expression of the MS Cluster 1 Signature in Circulating Tumor Cells (CTCs) using a publicly available dataset of peripheral blood mononuclear cells derived from metastatic breast cancer patients [46]. Unsupervised clustering revealed 16 clusters, one of which represents CTCs (Cluster 13, Fig. 6D). FEA showed specific enrichment of the MS Cluster 1 Signature in the CTC population, suggesting the involvement of MS Cluster 1 cells in metastasis (Fig. 6E and Additional file 2: S. Table 10). To test this, we examined enrichment of the MS Cluster 1 Signature in primary vs. metastatic tumor cell populations. For that purpose, we utilized scRNA-seq datasets from primary and metastatic patient derived xenograft (PDX) tumors, UCD46 and UCD4, with low and high expression of ER, respectively. For the UCD46 PDX model, we identified 2 cell clusters and for UCD4 we identified 6 cell clusters (Fig. 6F, I), with each cluster consisting of a different ratio of primary or metastatic cells (Fig. 6G, J). FEA for the MS Cluster 1 Signature showed enrichment in Cluster 1 of UCD46, and Cluster 1 of UCD4, both of which consist of liver metastases (Fig. 6H, K), suggesting that MS Cluster 1 cells may be more abundant at metastatic sites than in primary tumors.

**Fig. 6:**
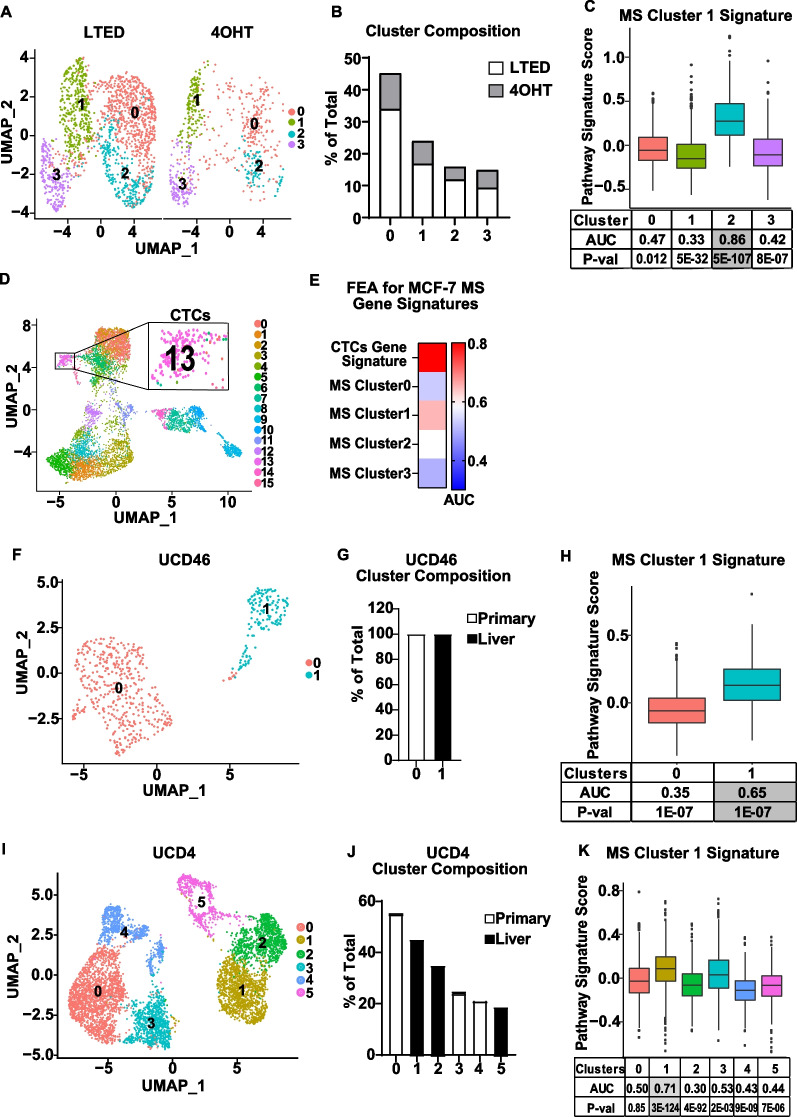
The MS Cluster 1 signature is associated with more aggressive metastatic disease. A Single-cell transcriptomes from 4OHT-treated MCF-7 cells (GSE181812) and LTED (Long-Term Estrogen Deprived) MCF-7 cells (GSE122743) were integrated and represented bi-dimensionally. **B** The distribution of 4OHT-treated MCF-7 cells and LTED MCF-7 cells in each cluster relative to the total cell number is shown. **C** FEA was performed on integrated datasets for the MS Cluster 1 Signature. **D** Bi-dimensional representation of 6519 single-cell transcriptomes of peripheral blood mononuclear cells derived from patients with metastatic breast cancer are shown (UMAP) with Cluster 13 presenting of Circulation Tumor Cells (CTCs) (GSE174463). **E** FEA was performed for the custom genes signatures derived from DEGs of each MS Cluster on CTCs Cluster 13. AUC values are shown in a heatmap, and *P*-values are presented in Additional file 2: Supplemental Table 9. **F**, **I** Single-cell transcriptomes from primary and metastatic tumors of PDX models UCD46 (**F**) and UCD4 (**I**) are represented in UMAP plots (GSE131007). **G**, **J** The proportion of cells in each cluster is indicated by their origin (i.e., primary tumor or metastatic location) relative to the total number of cells of each origin. **H**, **K** FEA was performed for the MS Cluster 1 Signature on both datasets with box plots showing signature scores per cluster

We next tested whether the MS Cluster 1 Signature enrichment can be detected in scRNA-seq datasets derived from primary ER+ breast cancer tumors [44] (Fig. 7A). We observed the same clustering pattern of cells by tumor identity, as shown by Wu et al. [44] (Fig. 7B, C). FEA showed that the MS Cluster 1 Signature was highly enriched in 3 clusters: Cluster 3, Cluster 4 and Cluster 7, which represent tumors CID4530N, CID4463, CID3948, and CID4461 (Fig. 7D). For other tumors, we found that individual cells demonstrate a high MS Cluster 1 signature score but that these cells did not drive clustering (Fig. 7E), so the overall signature score did not reach significance in any individual cluster. These data imply that cells expressing the MS Cluster 1 signature can be found in primary ER+ tumors to varying degrees, but in some tumors may only be identified at the single-cell resolution. Finally, we questioned whether the MS Cluster 1 Signature may be a predictor of poor outcome for breast cancer patients by interrogating a publicly available METABRIC dataset of ER+ tumors. It was found that tumors expressing the MS Cluster 1 Signature are more likely to be high grade, and of the Luminal B subtype, are associated with an increased risk of relapse, and showed a trend toward lower overall survival (Fig. 7F–I). Moreover, the higher signature score was observed in tumors with high histologic grade, Luminal B subtype and recurred tumors (Fig. 7J–M). Taken together, these findings indicate that the MS Cluster 1 Signature is associated with endocrine therapy resistance and metastases, and is predictive of poor patient outcome, implying that the MS Cluster 1 cell population represents a unique BCSC population that may be more abundant in aggressive ER+ disease.

**Fig. 7:**
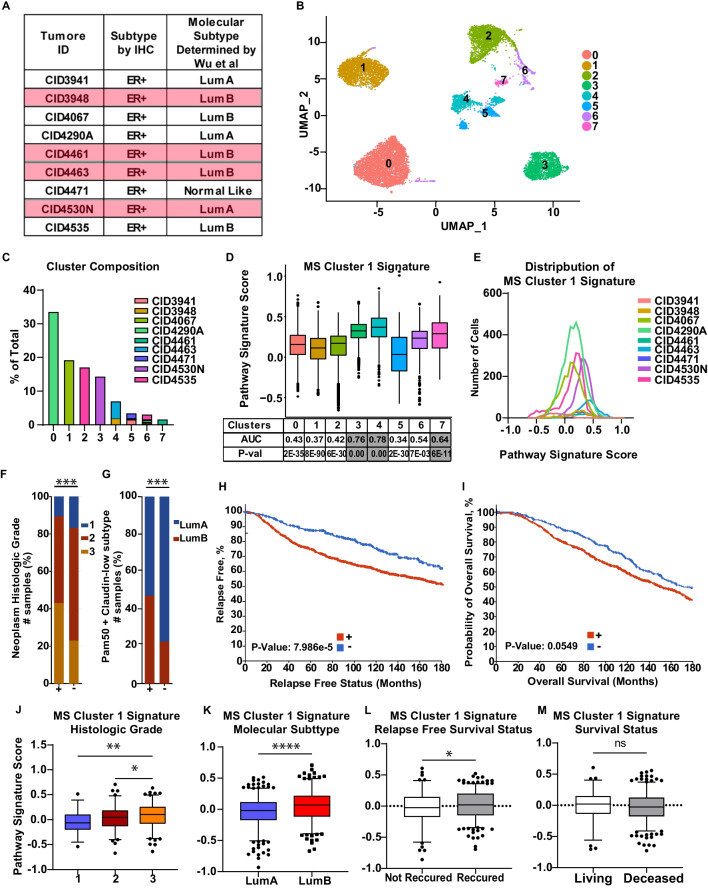
The MS Cluster 1 Signature is associated with poor patient outcome. **A** A description of nine ER+ breast tumors processed with scRNA-seq technologies which datasets were downloaded from GEO portal (GSE176078) ^44^. **B**, **C** 31,259 single-cell transcriptomes of epithelial cells from (**A**) were clustered and represented bi-dimensionally (**B**) with cluster compositions (**C**). **D** FEA was performed for the MS Cluster 1 Signature on ER+ breast cancer datasets (**A**–**C**) with box plot showing signature scores, AUC and *P*-value per cluster. **E** Distribution of z-scores for the MS Cluster 1 Signature is shown on a per cell basis for each tumor from (**A**). **F**–**I** The MS Cluster 1 Signature was interrogated in 1175 ER+ breast tumors from the METABRIC cohort available in cBioPortal for Cancer Genomics. Histologic grade (**F**), molecular subtype (**G**), patient relapse free survival (**H**) and overall survival (**I**) between tumors+ vs.— for expression of the MS Cluster 1 Signature are displayed. Statistical significance was determined using chi-squared test (**F**, **G**) or log-rank test (**H**, **I**). **J**–**M** The MS Cluster 1 signature score distribution across ER+ breast tumors from (**H**–I) stratified by histologic grade (**J**), molecular subtype (**K**), relapse free survival status (**L**), and survival status (**M**). *P*-values are from Student’s tests. *P < 0.05,**P < 0.01, ***P < 0.001, *ns* not significant

## Discussion

ER+ breast tumors are known to be heterogeneous and harbor a subpopulation of cells with stem-like properties that can contribute to the development of therapy resistance, tumor metastasis, and poor patient survival. Here, we identified a novel ER-NFĸB-driven stem-like population derived from ER+ breast cancer cell lines grown as MS, and demonstrate that this population is clinically relevant as its gene signature is expressed in aggressive breast cancer phenotypes and is predictive of tumor relapse.

One major question arising from our studies is whether the MS Cluster 1 stem-like population is unique or related to known BCSC populations. We established that the MS Cluster 1 population is enriched for multiple stem cell-associated gene signatures, expands in MS conditions, and remains quiescent, but we did not observe the expression of classical stem cell markers. The lack of marker expression could be explained by technical limitations of scRNA-seq since it captures approximately 10–30% of transcripts per cell [61]. Thus, the absence of markers is not conclusive evidence that they are not expressed. In bulk MS, we did detect CD44+/CD24− and ALDH1+ cell populations by FACS analysis, as well as expression of stem cell-associated markers by QPCR (data not shown), confirming that MS is indeed enriched for classical BCSCs genes. Alternatively, it has been shown that classical stem makers, originally derived from triple-negative breast cancer, may not be applicable to ER+ BCSCs. For example, in a recent study, Li and colleagues compared the ratio of CD44+/CD24− and ALDH1+ cell populations across different breast cancer molecular subtypes and showed that MCF-7 cell line (Luminal A subtype) has the lowest ratio of both cell populations [62]. Additionally, the CD44+/CD24− cell population derived from MCF-7 cells showed lower tumorigenicity capacity compared to the CD44+/CD24− population derived from triple-negative breast cancer cell line, suggesting that CD44+/CD24− and ALDH1+ are excellent markers of BCSCs from ER- tumors but possibly less suitable markers for BCSCs of ER+ tumors [62]. These findings were supported by Coates and colleagues who argue for the development of a panel of markers specific for each breast cancer subtype rather than using the same markers for all breast tumors [63]. For these reasons we relied on functional characteristics of stem cells, such as MS formation and cell cycle analysis, in combination with multiple stem cell-associated gene signatures, to study the MS Cluster 1 stem-like population, which we speculate could be specific for ER+ tumors. We also attempted to isolate this population by sorting dual reporter cell lines based on ER and NFĸB activity, but we found that not all the cells in MS Cluster 1 had ER and NFĸB activity and this cluster consists of 2 cell subpopulations with stem properties. Thus, to answer whether this is a unique BCSC population an alternative approach to specifically isolate the MS Cluster 1 stem-like population is needed.

In this study, we also shed light on the controversial role of ER in promoting stem properties in ER+ breast cancer. As was described in the introduction, both ER activation and ER inhibition have been shown to promote expansion of BCSCs in ER+ breast cancers [13–22]. Here, we demonstrated that ER is required for the promotion of stem properties as its inhibition leads to the decrease of MS formation. Moreover, we showed that ER is active in the MS Cluster 1 stem-like population, as indicated by bioinformatics analysis and by reporter assays, and we argue that the expression of ER should be interpreted with caution since it does not always represent ER activity.

Along with ER, the NFĸB pathway was found to be active in the MS Cluster 1 stem-cell population. In the literature, expression of ER and NFĸB and their activity are often reported as inversely correlated, and this appears to be the case in BCSCs as well [8, 64]. For example, Jiang and colleagues identified a stem-like population with low ER expression and high NFĸB activity in mammary tumors of MMTV-PyMT mice [8]. Likewise, Gomes et al. showed that MCF-7 cells with overexpression of receptor activator of NFĸB (RANK) are characterized by downregulation of ER, upregulation of stem cell markers, and a higher MS formation capacity [64]. However, our recent work has suggested that ER and NFĸB can also work together to promote BCSCs. More specifically, we found that co-activation of ER and NFĸB increased mammosphere formation, as well as proportion of cells with BCSC markers [33]. Mechanistically, we demonstrated that ER and NFĸB work together to regulate a feedback loop involving the downregulation of miR-181 and the upregulation of its target, PHLDA1, to enhance stem properties in ER+ breast cancer cell lines [65]. In this study, we provide further evidence that these pathways can work together to promote BCSCs, as the MS Cluster 1 stem-like population consists primarily of dual-positive cells that are more MS forming and dependent on *GDF15*, a common ER and NFĸB target.

In addition to our biological findings, we showed that the MS Cluster 1 stem-like population is clinically relevant. We found expression of the MS Cluster 1 gene signature in primary human tumors is associated with worse clinicopathological features and reduced relapse free survival. Moreover, cell populations derived from endocrine tolerant and resistance cells, CTCs, and breast tumor metastases showed enrichment for the MS Cluster 1 Signature, implying that the stem-like population is abundant in more aggressive phenotypes and can contribute to their development. With the integration of scRNA-seq technology into the clinic, we expect that the MS Cluster 1 Signature will become increasingly useful in the prediction of ER+ disease progression and optimization of patients’ treatment by identifying the stem-like population within a tumor.

## Supplementary Information

**Additional file 1:** Supplementary Figures.

**Additional file 2:** Supplementary Tables.

## Data Availability

The datasets generated and/or analyzed during the current study will be available through Gene Expression Omnibus (GSE 205,415) upon publication.

# Supplementary material for: Identification of a novel ER-NFĸB-driven stem-like cell population associated with relapse of ER+ breast tumors
**Source:** Breast Cancer Res. 2022 Dec 8;24:88. doi: 10.1186/s13058-022-01585-1
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Figures.

**Supplemental Figure 1.** The MS Cluster 1 Signature and the MS Cluster 2 Signature enrichment in the integrated MCF-7/T47D MS dataset **(Fig. 1E)** split by MCF-7 MS **(A,B)** and T47D MS **(C,D)**. Box plots show signatures’ scores per integrated cluster with significant AUC and P-values indicated in grey.

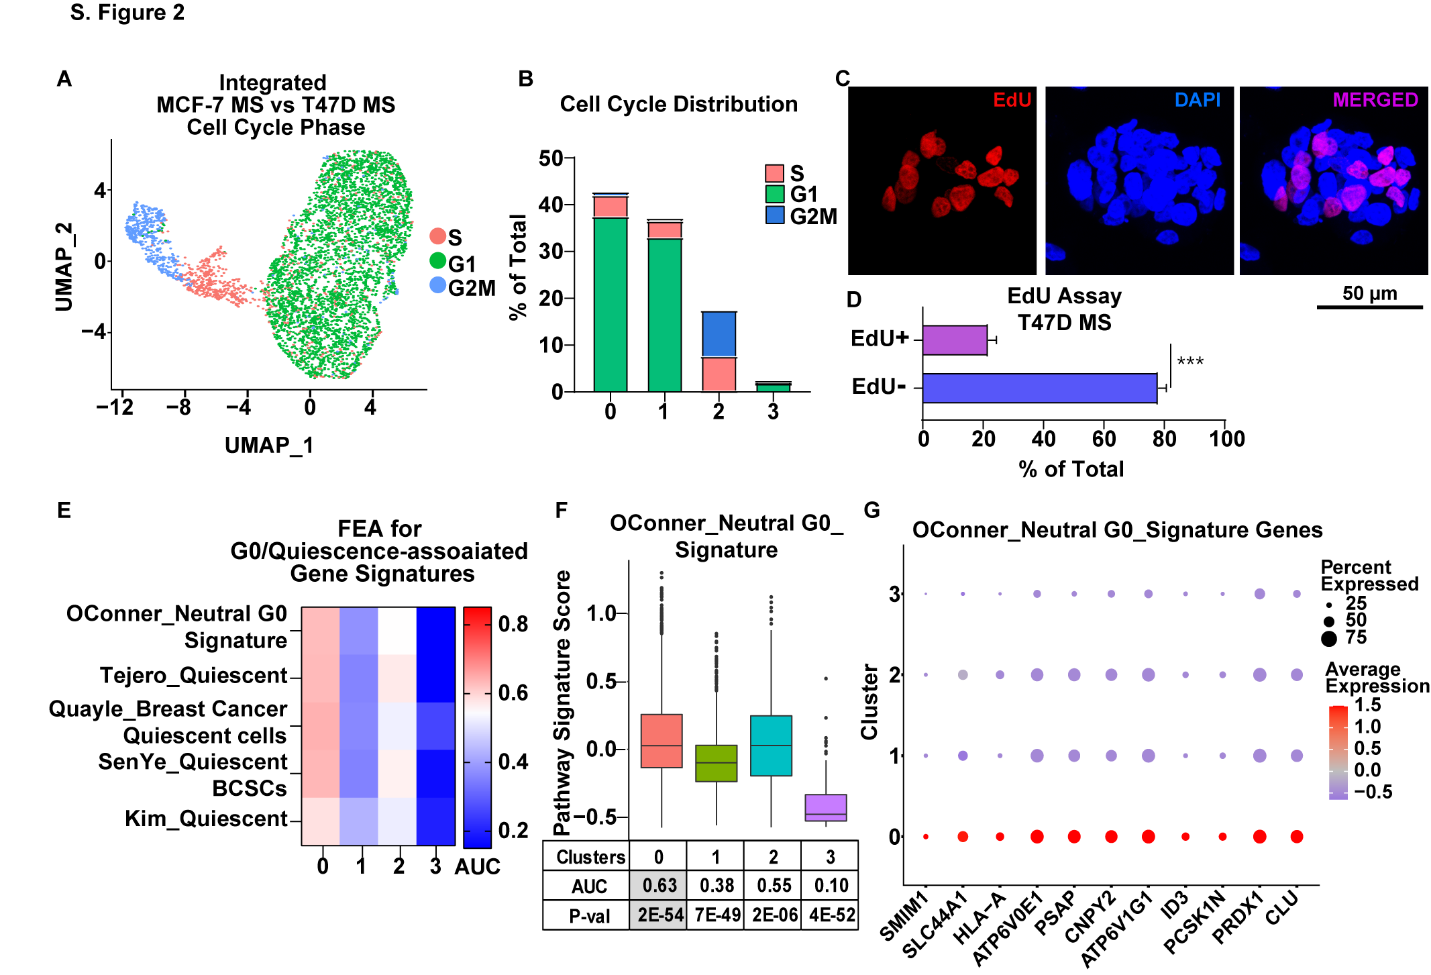

**Supplemental Figure 2. Cell cycle distribution in the integrated MCF-7 T47D MS dataset.**

**(A-B)** Cell cycle analysis was performed on the integrated MCF-7 and T47D MS dataset as described for Fig. 2. Cell Cycle Scoring and Regression vignette provided by Seurat package was used to identify the cell cycle phase at a single cell resolution. **(A)** Bi-dimensional representations of 5739 single-cell transcriptomes colored by cell cycle phase (UMAP) **(A)** with bar graph of cell cycle distribution for each cluster as percent of total number of cells **(B)** are shown. **(C)** An EdU assay was performed on MCF-7 MS. Representative pictures of MS stained for EdU (red) and DAPI (blue) are shown (bar = 50µm). **(D)** A bar chart of EdU+ and EdU- cells presented as a percent of total number of cells from 11 MS is shown. **(E)** FEA was performed on the integrated MCF-7/T47D MS dataset with G0/Quiescence-associated gene signatures with one representative example shown in box plots **(F)**. A detailed description of signatures presented in S. Table 6.1. AUC values are shown in a heatmap, and P-values are presented in Supplemental Table 6.2. **(G)** An expression of genes associated with G0/Quiescence are represented in dot plots, with color representing expression level and size representing the percentage of cells in the cluster expressing the gene.

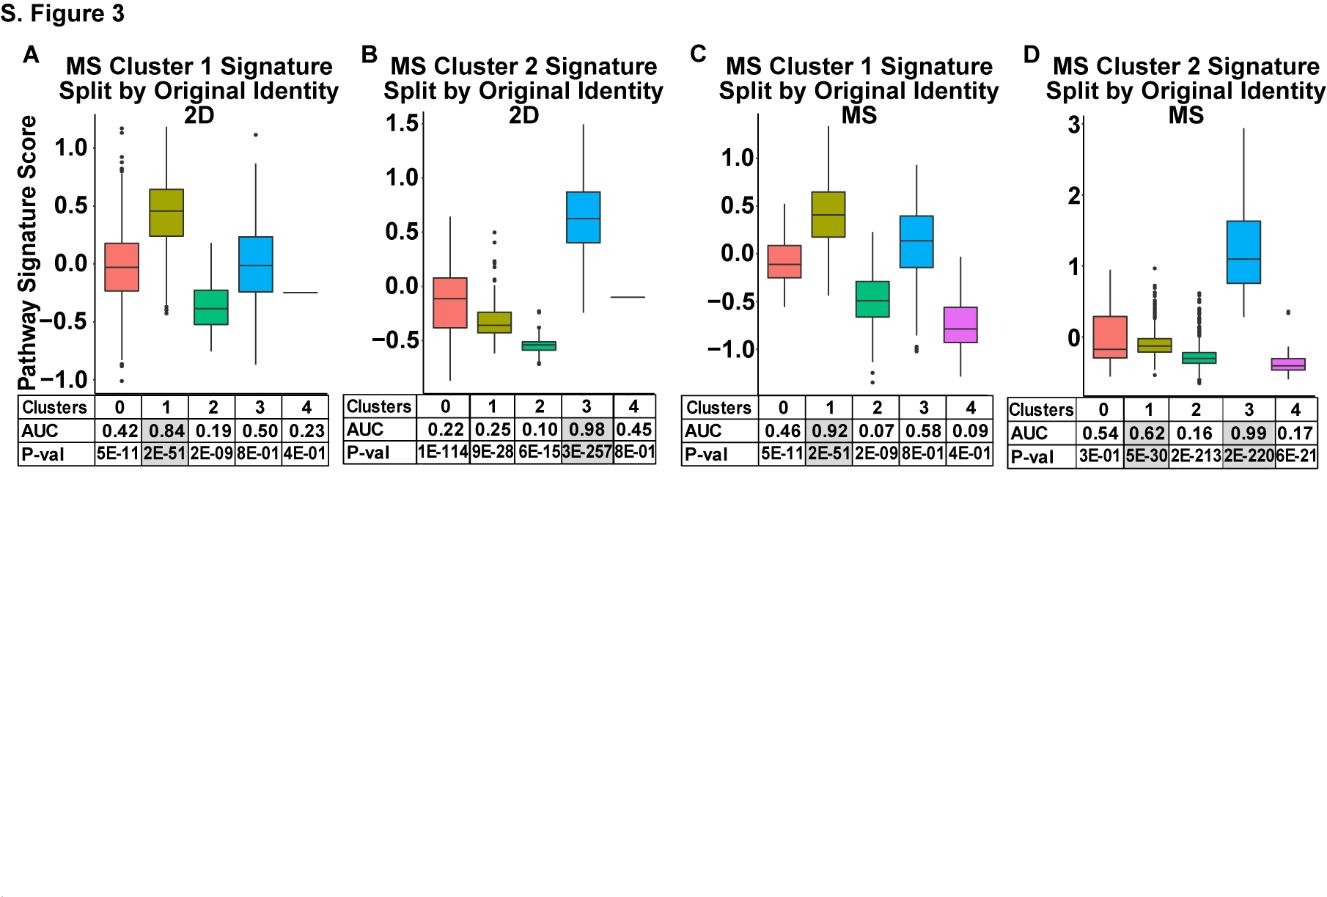

**Supplemental Figure 3**. The MS Cluster 1 Signature and the MS Cluster 2 Signature enrichment in the integrated MCF-7 MS/2D dataset **(Fig. 3A)** split by 2D **(A,B)** and MS **(C,D)**. Box plots show signatures’ scores per integrated cluster with significant AUC and P-values indicated in grey.

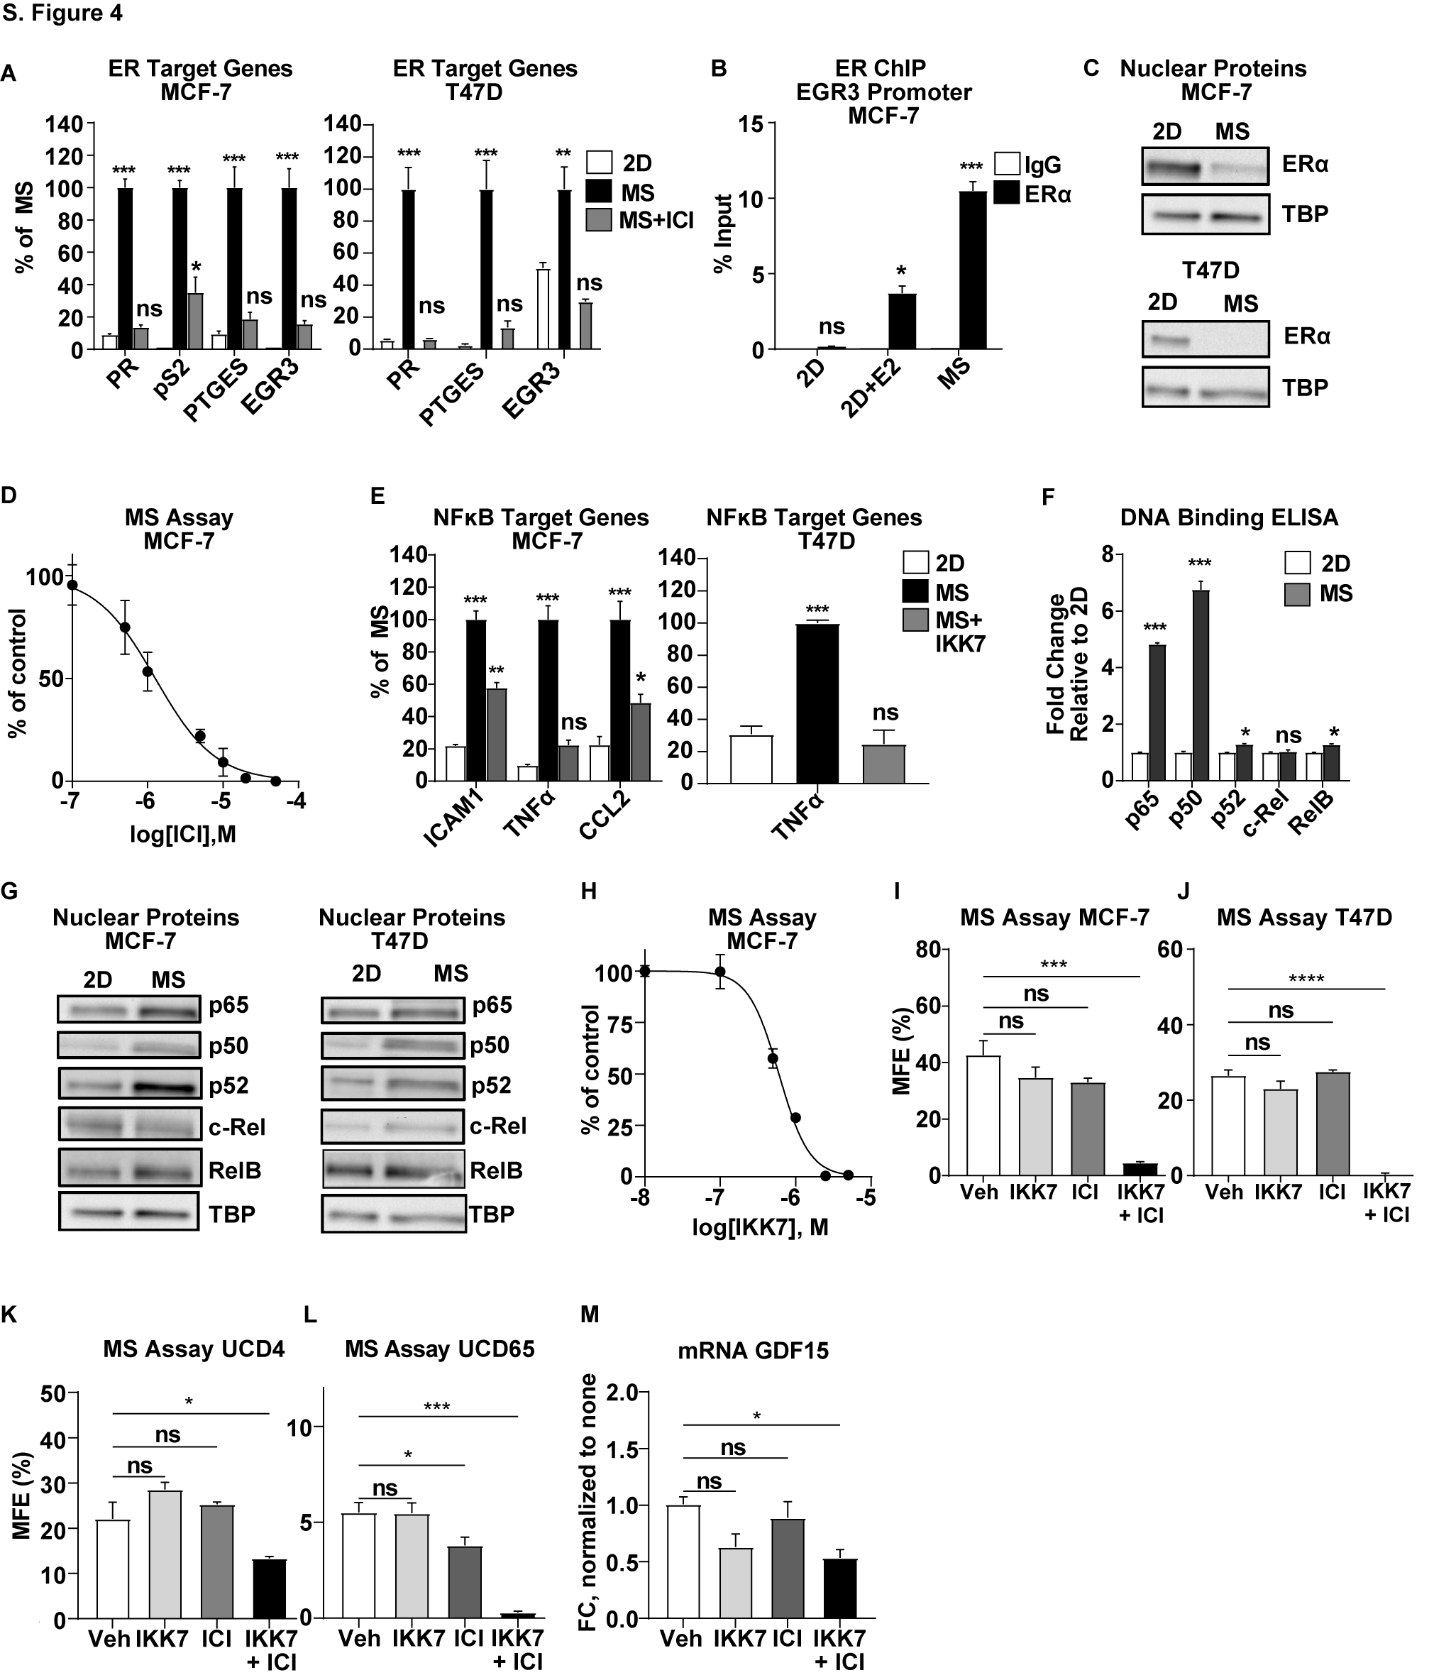

**Supplemental Figure 4. ER and NFĸB are active and required for MS formation.** **(A)** Expression of ER target genes in MCF-7 and T47D cells grown in 2D conditions, in MS conditions, or in MS conditions treated with ICI (1 μM) for the last 24h of the assay. **(B)** ER occupancy at the known ER binding site of early growth response protein 3 (EGR3) in 2D conditions, 2D conditions with E2 treatment, or in MS conditions was assessed by ChIP for ERα or IgG (negative control) followed by QPCR. **(C)** Nuclear localization of ER in MS vs. 2D was detected by Western Blot in MCF-7 and T47D cell lines. TBP served as a loading control. **(D)** MS assay was performed for MCF-7 cells treated with increasing doses of ICI. Log dose response shows MFE for each ICI dose as a percent of control. **(E)** Expression of NFĸB target genes in MCF-7 and T47D cells grown in 2D conditions, in MS conditions, or in MS conditions treated with IKK7 (1 μM) for the last 24h of the assay. **(F)** NFĸB DNA binding activity in MS and 2D nuclear extracts was determined by DNA binding ELISA-based method according to manufacture protocol. **(G)** Nuclear localization of NFĸB family members in MS vs. 2D was detected by Western Blot in MCF-7 and T47D cell lines. **(H)** MS assay for MCF-7 cells treated with increasing doses of IKK7. Log dose response shows MFE for each inhibitor and dose as a percent of control. **(I-L)** MFE was determined for four ER+ breast cancer cell lines treated with sublethal doses of ICI (0.5 μM), IKK7 (0.5 μM) or both. (M) GDF15 expression was measured by QPCR in MCF-7 MS treated with ICI (1 μM) and IKK7 (1μM) for the last 24 hours of the assay. *P<0.05,**P<0.01, ***P<0.001, ns=not significant.

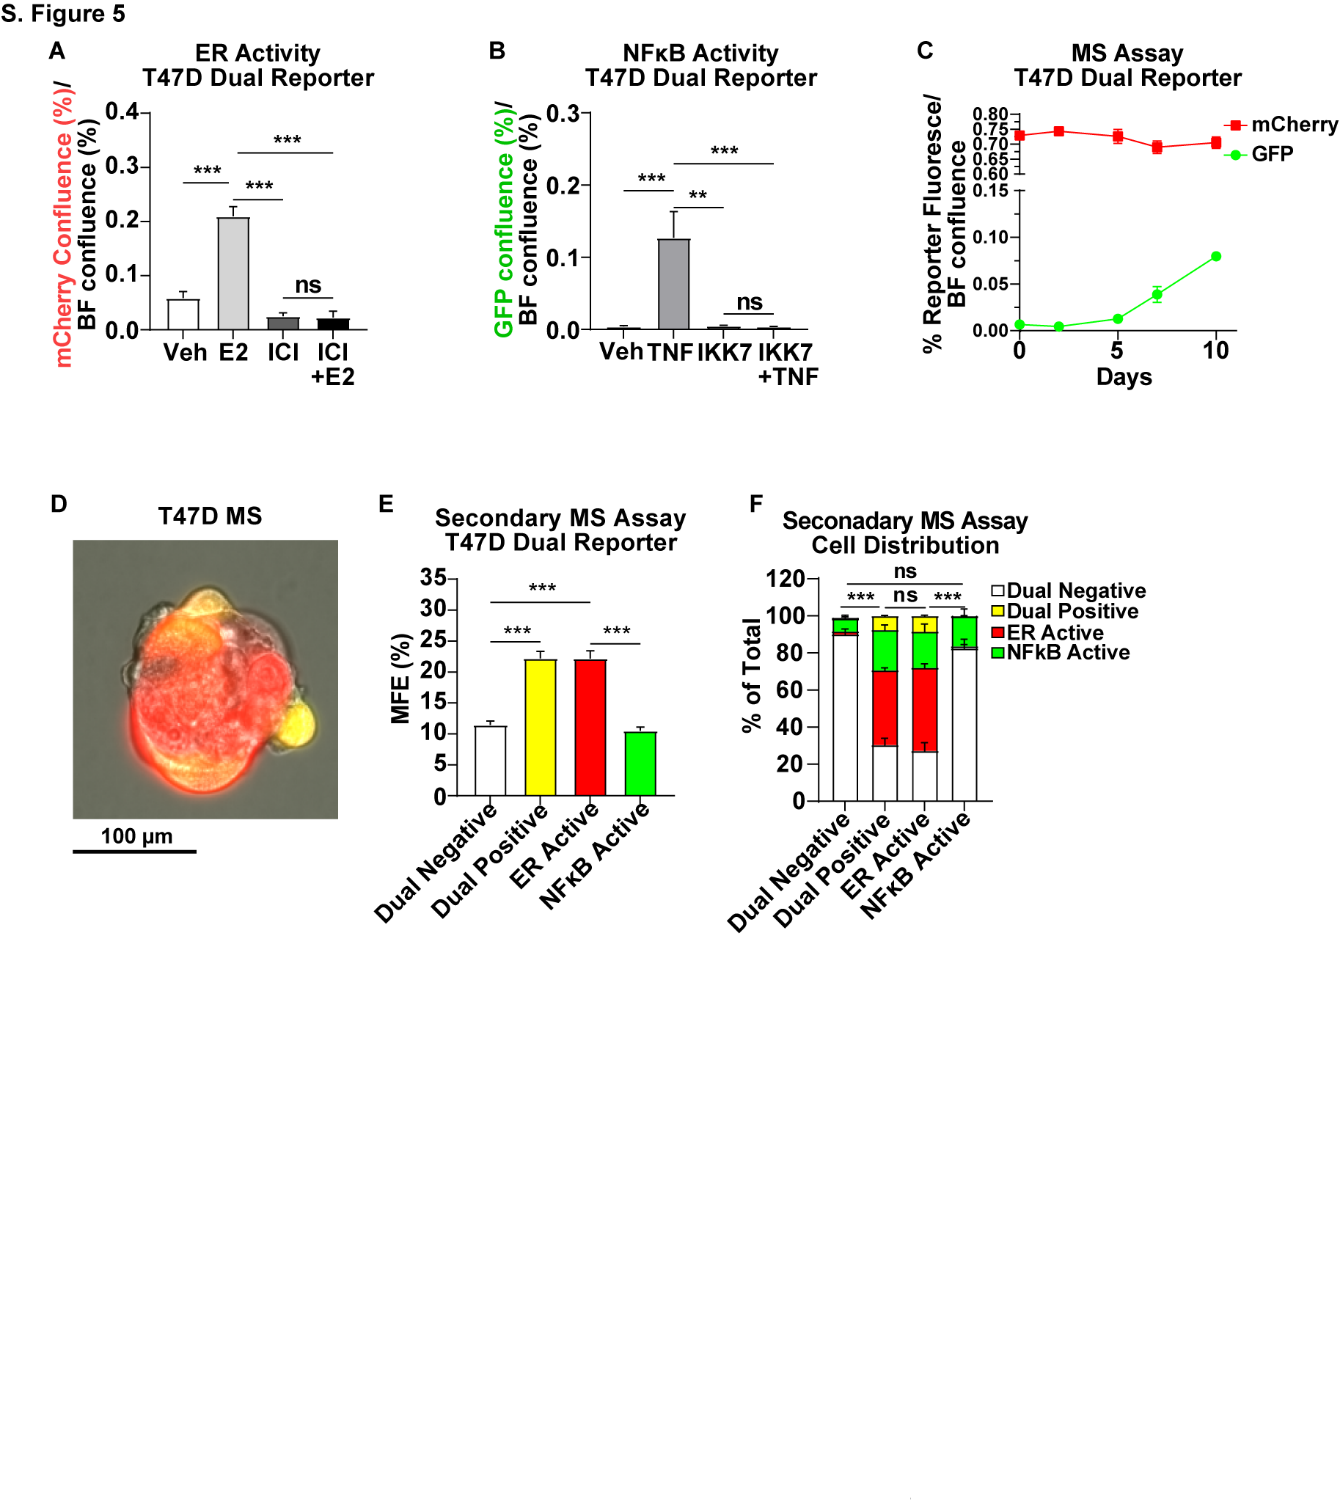

**Supplemental Figure 5. T47D dual reporter cell line to study ER/NFĸB activity in the stemlike population in the MS Cluster 1. (A-B)** ERE-mCherry and NFĸB-RE-eGFP activity was measured in 2D cultured T47D dual reporter cells treated with E2 (10 nM), hTNFα (10 ng/ml), ICI (1 μM), and/or IKK7 (1 μM) for 24h using a Celigo imaging cytometer. Bar charts represent the percentage of mCherry confluence **(A)** and eGFP **(B)** confluence per each treatment group relative to brightfield confluence. **(C)** ERE-mCherry and NFĸB-RE-eGFP activity in T47D MS was measured over time. **(D)** Representative image of MS derived from T47D dual reporter cell line is shown (bar = 100μm). **(E)** Secondary MFE was determined for 4 sorted cell populations derived from primary MS. **(F)** Cell distribution of secondary MS is plotted for each group based on ER-NFkB activity. **P<0.005, ***P<0.001, ns=not significant.

**
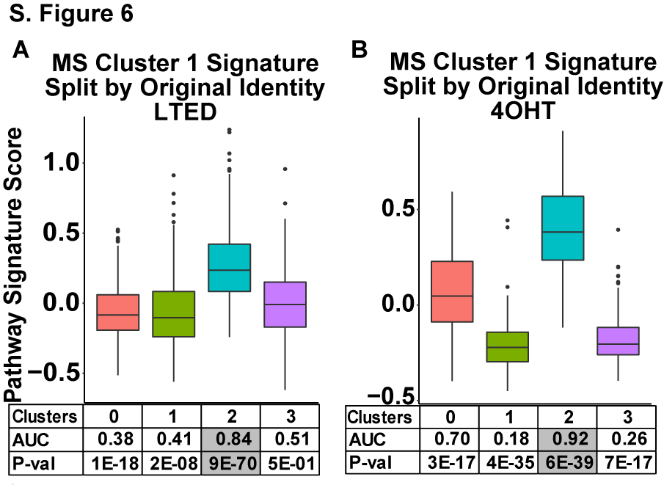
**

**Supplemental Figure 6.** The MS Cluster 1 Signature enrichment in the integrated MCF-7 LTED/4OHT dataset **(Fig. 6A)** split by LTED **(A)** and 4OHT **(B)**. Box plots show signatures’ scores per integrated cluster with significant AUC and P-values indicated in grey.

How the deposited data were processed for this re-analysis (not part of the article)

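Single-cell RNA sequencing (10x Chromium 3′) was available for 1 library of MCF-7 MS and 1 of T47D MS, each after 7 days of mammosphere culture. The authors' files hold UMI counts per gene and barcode, unnormalized, for 33542 features, which include EGFP, mCherry and resistance genes beside the genes of GRCh38. The submitted notes name Cell Ranger 3.0.0, and the matrix header gives 3.0.2. The barcodes are those called as cells, before the filters of the paper. The total was 87202431 UMIs for MCF-7 and 99735285 for T47D.

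Cells with at least 2000 genes and at most 15% mitochondrial UMIs were kept. The paper's text does not name a doublet caller, so barcodes were ranked by Scrublet score (scanpy 1.11.5) and the top share equal to 0.8% per 1000 barcodes was removed, 160 barcodes for MCF-7 and 129 for T47D. Because this filter left 75 T47D cells, a maximum of 40% was added for T47D after the values were seen.

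Clustering used Seurat 5.3.0 in R 4.3.3, with 2000 variable genes, 10 principal components, 20 nearest neighbours and the lowest resolution, in steps of 0.1, that gave at least 4 clusters (5 after cell cycle regression, as in the paper). A cluster took the name of the MS cluster whose 10 leading genes in S. Tables 5.1 to 5.4 had the highest median log2 ratio, if at least 0.5. This limit was set after the clusters were seen. Integration used 20 dimensions and a k.weight of 30 for the 75 T47D cells. Cell cycle scoring used 24 expression bins, and 10 for thinned or small sets.

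Ratios between clusters, shares and list medians were computed as described with the data. Scores were means of scaled log-normalised levels, capped at 10, over genes at 1 CPM or more, with 1000 random lists for comparison. The AddModuleScore alternative took all listed genes, without the minimum of 1 CPM and without scaling. Thinning drew 5000 UMIs per cell without replacement, and cells below that depth were left out. Python packages were numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Gene coordinates came from GENCODE annotation of GRCh38.

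The genes named in the text followed a rule set before the data were examined: every gene that the paper names for these clusters, the 10 genes with the largest ratio in each cluster at 50 CPM or more, up to 4 genes of each list with the largest log2 ratio, and the 10 genes with the largest ratio between the cell lines. Lists taken from the paper's tables were known beforehand. S. Tables 5.2 and 5.3 were held in part, so their overlap with these results was not tested, and the MSigDB lists were not at hand.

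The size rule was tested on simulated data for MS Cluster 1-like against the other MCF-7 cells, over 4889 genes. All 50 genes changed 2-fold were recovered, 0 of 50 changed 1.25-fold were, and no unchanged gene was called. The simulation holds counting error only, so it says nothing about variation between cultures.

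Alternatives covered the filters, the number of principal components, resolution, normalization, scaling, depth and scoring. Comparisons with 2D culture, sorted cells, public datasets and patient cohorts were left out, because no file of those samples was at hand.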

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

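The tests of free reporter RNA and of bare nuclei, and the list used to test depth, were chosen after the values were seen. The relation of GDF15 to p53 targets in MCF-7 was also known before its test in T47D was written.

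The feature set includes the transcripts of EGFP and mCherry, which report NFĸB and ER activity in the cells of Fig. 5. The paper does not report them in single cells. The MCF-7 MS cells held 28 UMIs of EGFP and 178 of mCherry, and the T47D cells at the 40% maximum held 23 of EGFP and 11732 of mCherry. Each total is above the limit that a count of 0 allows.

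Of the EGFP UMIs in MCF-7, 23 were in 15 MS Cluster 1-like cells, a share of 82.1% (95% CI 63.1 to 93.9), while these cells held 49.1% of all UMIs. Free RNA spread over droplets as all UMIs are would give the latter share, and the interval lies above it. UMIs of 1 cell are not independent, so the interval is too narrow, and the cells with EGFP were deeper, at a median of 40236 UMIs against 25199.5. The 25 MS Cluster 3-like cells had higher levels, from few UMIs. EGFP was at 6.77 CPM, from 2 UMIs in 2 cells, a ratio of 16.9 (1.94 to 67.5), against 0.718 CPM in MS Cluster 1-like. mCherry was at 20.3, from 6 UMIs in 4 cells, a ratio of 7.66 (2.77 to 17.0), against 3.50. In T47D at the 40% maximum, 17 of the EGFP UMIs were in the cluster led by SAA1, which held 17.7% of all UMIs. The ER reporter mCherry was lower in that cluster, at 86.6 CPM against 154.7 in the other T47D cells, a ratio of 0.560 (0.527 to 0.593). Crossing of mCherry reads from T47D remains open: 0 of 168 MCF-7 barcodes with mCherry were also T47D barcodes, against 6 of 4309 without, a ratio of 0 whose interval reaches 21.8. Within MS Cluster 1-like, cells with an EGFP UMI had an AUC of 0.484 for the NFĸB target score, and random draws of as many cells gave 0.358 to 0.636, so the cells are too few to tell. Over all MCF-7 cells, those with mCherry had an AUC of 0.594 for the ER target score (random draws 0.452 to 0.546), and within MS Cluster 1-like 0.525 (random draws 0.434 to 0.571), so the relation over all cells is not separate from the cluster.

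GDF15 varied between MS Cluster 1-like cells. The test of depth set beforehand used the unfolded protein and amino acid stress list, which had no relation above random lists to GDF15 at full depth and so could not show a drop. The p53 target list did, and at 5000 UMIs per cell its r with GDF15 was 0.308 (random lists -0.0989 to 0.119), which depth as the whole cause would have removed. The stress list set beforehand had an r of -0.0277 (random lists -0.113 to 0.110), which argues against that response in MCF-7. A candidate explanation is p53 activity. It predicts no relation in T47D, whose p53 is mutant, and r there was 0.0792 (random lists -0.0111 to 0.0893), within the range but near its upper end. GDF15 is sparse in T47D, though its r with the unfolded protein and amino acid stress list was 0.310 in the same cells. The immediate early and stress list, with an r of 0.246 in MCF-7, and the TGFβ list, with 0.179, also lay above their random lists. So did interferon and MHC class I genes, with 0.111. Oxidative phosphorylation, with -0.289, and ER targets, with -0.135, lay below theirs, and proliferation genes, with -0.0734, at the lower edge. The p53 targets are therefore not the sole relation. This remains a hypothesis, tested on the data it came from.

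The 25 MS Cluster 3-like cells had a median of 0.689% mitochondrial UMIs. Bare nuclei would hold less ribosomal protein mRNA, and its ratio to the other cells was 1.495 (1.486 to 1.504). This argues against bare nuclei as the whole of these cells. Nuclear RNAs were raised too, as nuclei would show: MALAT1 at 1.49, NEAT1 at 1.60 and KCNQ1OT1 at 2.00 (1.61 to 2.45), so a partial loss of cytoplasm stays open. Other cells of like depth had a median of 9.92%, so few UMIs do not account for the low share. No biological explanation was tested, and other technical ones remain open.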

How the results depend on the processing

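Of 276 alternative values for 46 genes named by the paper in MS Cluster 1-like, 258 kept their call, 18 were no longer past the size rule and 0 reversed. Of 213 alternative list medians, 195 stayed on the same side of the random lists, 9 moved into their range and 9 out of it. Settings that change the T47D maximum, leave listed genes out of clustering, or drop TFF1 and CTSD from the ER list were chosen after seeing the data. The cause of each change below was not tested.

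A 10% mitochondrial maximum kept 1382 MCF-7 and 19 T47D cells. T47D kept 2298 at 40% and 2597 with no maximum.

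In MCF-7, MS Cluster 0-like fell from 40.2% to 23.1% at resolution 0.5. SCTransform gave 24.4%, 38.3%, 14.0% and 0% for MS Clusters 0-like to 3-like. MS Cluster 1-like held 46.0% when thinned and 45.4% without the listed genes.

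In T47D, integrated, MS Cluster 0-like and 1-like held 8% and 20% with SCTransform integration, and 0% and 0% when T47D was clustered alone. At 40%, MS Clusters 0-like to 2-like held 13.4%, 22.1% and 16.1%, against 25.7%, 38.9% and 15.4% with SCTransform integration and 25.2%, 46.0% and 17.2% with 20 PCs. The MCF-7 share in MS Cluster 1-like was 36.2% with SCTransform and 38.9% with T47D at 40%.

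Thinned, G1 was 95.7% of MS Cluster 0-like and 93.8% of MS Cluster 1-like, and S and G2M were 47.2% and 48.9% of MS Cluster 2-like. G2M was 58.6% of T47D MS Cluster 2-like at 40%, against 85%.

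The ER target median in MS Cluster 1-like rose past the random lists with 20 PCs (0.35) and without the listed genes (0.33). It did so too with clusters built from thinned cells (0.38), whose UMIs were summed at full depth. The TGFβ median fell within them with no CPM minimum (0.20). In T47D the MS Cluster 1 genes rose past them at 40% (0.38, or 0.16 with 20 PCs).

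The NFĸB AUC in MS Cluster 1-like was 0.528 thinned and reversed to 0.477 with AddModuleScore, which scored 38 genes in place of 22, so scoring and genes were not told apart. The TGFβ AUC was 0.626 thinned. Thinned, 28.4% of MS Cluster 1-like cells were dual-positive and 23.9% dual-negative. AddModuleScore gave 34.8% ER-active and 14.0% NFĸB-active. Without TFF1 and CTSD, 30.9%, 25.8%, 21.3% and 22.0% were dual-positive, ER-active, NFĸB-active and dual-negative, and 20.1% of the other cells NFĸB-active, which turned that direction.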

Differences from the paper's values

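With no replicates, values were taken to differ when one exceeded 1.5 times the other or the signs differed, and log fold changes when the folds behind them, not the logs, did. The paper's filters left 75 T47D cells, and the paper reports 2765. None of the alternatives set before the data were examined reached the paper's number: no doublets removed and Scrublet's automatic threshold gave 76, a 10% maximum 19 and 2500 genes 60. A maximum of 40% and no maximum, chosen after seeing the values, gave 2298 and 2597, within 1.5 times of it. For MCF-7, 2689 cells were kept and the paper reports 2974. In a grid of 35 filters tried after seeing the values, a minimum of 3000 genes with a 40% maximum gave 2974 MCF-7 barcodes before doublet removal. After doublet removal it gave 2821. The same filter left 2316 T47D barcodes, where the paper reports 2765, so the match does not identify the paper's filter.

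The integrated set held 2764 cells, and the paper reports 5739. The alternatives set before the data were examined gave 1401 to 2893, which differ too. With T47D at the 40% maximum, chosen after seeing the values, it held 4987, and with no maximum for T47D 5286, within 1.5 times of it.

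MS Cluster 3-like held 0.930% of MCF-7 cells, and the paper's share is about 1.5% in Fig. 1C, read by eye, so the difference is near the limit. Thinned cells clustered again gave 1.04%, within 1.5 times of it. With 20 PCs, a resolution of 0.5, SCTransform, no doublets removed and no ribosomal protein genes among the variable genes, the values also differed.

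R² of the TGFβ score on the ER and NFĸB scores was 0.0492, and the paper's is about 0.32 in Fig. 4H, read by eye, with Hallmark lists that were not at hand. Thinned cells gave 0.00251, which differs too.

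Dual-positive cells were 34.2% more abundant in MS Cluster 1-like than in all MCF-7 cells, and the paper's value is about 55% in Fig. 5K, read by eye, from other lists. Thinned cells gave 30.2% and AddModuleScore 34.4%, which differ too. This holds for the percent change, the scale of the figure. As folds of the share in all cells, all of these lie within 1.5 times of the paper's.

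In S. Tables 5.1 to 5.3 the fold changes are on the natural log scale: the slope of the values computed here on the paper's was 0.988 for S. Table 5.2 on that scale and 1.42 on the log2 scale. For S. Table 5.4 the slopes were 0.636 and 0.918, so that table alone leaves its scale open. The 1.5-fold rule can hardly be failed where both logs are small and of the same sign. TFF1 in MS Cluster 2-like, at 0.0757 here and 0.165 in the paper, counts as alike. Of 40 natural log values for genes that the paper names, 1 stood for folds more than 1.5 times apart. JUN in MS Cluster 3-like had 1.53 on the natural log and 2.20 on the log2 scale, from 25 cells, and the paper's value is 1.94, which lies within 1.5-fold of the log2 value. With 20 PCs it was 1.47 on the natural log scale, which differs too. Over the whole tables as held, the sign was the same for 449 of 494 genes in S. Table 5.1 and 372 of 503 in S. Table 5.4, and for all 1994 in each of S. Tables 5.2 and 5.3. Shares of cells with a UMI differed for 0 of 40.

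The paper finds CD44 alike in all clusters. Here no ratio in MS Clusters 0-like to 2-like passed the size rule, and CD44 had a ratio of 2.45 (1.57 to 3.65) in MS Cluster 3-like, from few UMIs. The paper finds G0 signatures enriched in MS Cluster 1 alone. Of 13 genes of Fig. 2G, 10 were higher there, and the separate list of cell cycle exit had a median of -0.30, below its random lists, against 0.42 in MS Cluster 0-like, above them. The paper finds NFĸB signatures enriched in MS Cluster 1. The genes of Fig. 4D lay above the random lists there, and the separate NFĸB list had a median of 0.20, within them. The paper finds stem cell signatures enriched mainly in 1 cluster after cell cycle regression, which carries on MS Cluster 1. Here 2 clusters were like MS Cluster 1. The first shared 63% of the leading genes with a GDF15 ratio of 3.87, and the other 24%, with a ratio of 0.540. Each ratio is to all other cells, so that of the other cluster is set against the first too. GDF15 was at 744 CPM in the other cluster, against 542 in the unnamed, 480 in the MS Cluster 0-like and 914 in the MS Cluster 3-like cluster. The paper finds no enrichment of MS Cluster 2 genes in its cluster. Their median log2 ratio was -0.24 in the first and 0.33 in the other, with no random lists drawn. Taken as 1 group, the 2 clusters shared 81% of the leading genes and had a median of 0.0037 for MS Cluster 2 genes. The paper finds the population of MS Cluster 1 in both lines. T47D cells joined the integrated cluster, but its separate genes had a median of 0.04 in them, within the random lists, and 0.38, above them, at the 40% maximum chosen after seeing the values, or 0.16 with 20 PCs as well. In T47D clustered alone at that maximum, they had a median of 0.26, above the random lists, in the cluster led by SAA1. The paper finds dual-positive cells more enriched than ER-active cells in MS Cluster 1. Their change relative to all cells was 34.2% and 24.5% here, 30.2% and 28.9% at 5000 UMIs per cell, in the paper's order, and 34.4% and 37.5% with AddModuleScore, in the other.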

Other observations

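Beyond the pathways that the paper discusses, MS Cluster 1-like cells had higher levels of genes of the secretory and lysosomal system. The lysosome list shares a member with the ER target list, so the lists are not wholly separate. Of 19 lysosome genes, 14 were higher and 0 lower (median log2 ratio 0.70, random lists -0.0019 to 0.34), as were 15 of 30 genes of transport from the endoplasmic reticulum to the Golgi (median 0.59, random lists 0.06 to 0.31). Of 10 interferon and MHC class I genes, 6 were higher (median 0.80, random lists -0.08 to 0.40), among them HLA-B at 2.86 (2.66 to 3.08) and HLA-C at 2.88 (2.71 to 3.06). AREG, which encodes an EGF receptor ligand, had a ratio of 17.3 (14.0 to 21.7). It is on the list of ER target genes, so it belongs to a pathway that the paper discusses. Of 17 unfolded protein and amino acid stress genes, 5 were higher, with a median of 0.35 at the edge of the random lists (-0.0045 to 0.34), and of 0.32 within them with 20 PCs. Of 18 immediate early and stress genes, 4 were lower and 0 higher in MS Cluster 1-like (median -0.08, below the random lists, -0.01 to 0.33), and 16 of 19 were higher in MS Cluster 3-like (median 1.94). Medians in MS Cluster 1-like lay within the random lists for hypoxia (0.35), oxidative phosphorylation (0.25), cholesterol synthesis (0.29), fatty acid metabolism (0.15), p53 targets (0.26), luminal epithelial genes (-0.03), basal and mesenchymal genes (-0.21) and nuclear retained RNA (0.0044). With SCTransform clusters, cholesterol synthesis was at 0.375, above its random lists (0.032 to 0.355). Basal and mesenchymal genes, 2 measured, were then at -0.339, at the edge of theirs (-0.327 to 0.595). No marker of other cell types reached 20 CPM.

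T47D and MCF-7 cells of the integrated MS Cluster 1-like differed widely, with T47D at the 40% maximum. AZGP1 was at 681 CPM in T47D and 2.02 in MCF-7, and S100A6 at 1459 and 4.41. Cell line and library cannot be told apart with 1 library of each. Among T47D cells at 5000 UMIs, GDF15 had an r of 0.310 with the unfolded protein and amino acid stress list (random lists -0.0375 to 0.0975) and 0.00636 with the TGFβ list. DDIT3 of the stress list was at 618 CPM in the T47D cluster with most GDF15.

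The legend of Fig. 5L names each sorted group of Fig. 5K, where cells were assigned by score. This points to the score groups, though the word sorted leaves the source open. GDF15 by score group was therefore also read. In MS Cluster 1-like cells it was at 1741 CPM in dual-positive, 1385 in ER-active, 2750.1 in NFĸB-active and 1958 in dual-negative cells. It was highest in NFĸB-active cells there at 5000 UMIs per cell as well, at 2397 CPM, and with AddModuleScore, at 3109. Over all MCF-7 cells the levels were 1334, 1076, 1569 and 939.7 CPM in the same order of groups. Their order depended on depth and scoring: they were 1263, 1235, 1197 and 919.9 CPM at 5000 UMIs per cell and 1386, 1097, 1298 and 1072 CPM with AddModuleScore, with dual-positive cells highest in both. These groups rest on mRNA scores and are not the sorted reporter populations. Across MS Cluster 1-like cells at 5000 UMIs, GDF15 had an r of -0.135 with ER targets, below the random lists (-0.122 to 0.101). Its r was 0.0407 with NFĸB targets, within the random lists (-0.0891 to 0.0879). With the TGFβ list it was 0.179, above them (-0.0756 to 0.0803).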
